# Translational profiling of dorsal root ganglia and spinal cord in a mouse model of neuropathic pain

**DOI:** 10.1016/j.ynpai.2018.04.001

**Published:** 2018-04-18

**Authors:** Sonali Uttam, Calvin Wong, Inês S. Amorim, Seyed Mehdi Jafarnejad, Shannon N. Tansley, Jieyi Yang, Masha Prager-Khoutorsky, Jeffrey S. Mogil, Christos G. Gkogkas, Arkady Khoutorsky

## Abstract

Acute pain serves as a protective mechanism, guiding the organism away from actual or potential tissue injury. In contrast, chronic pain is a debilitating condition without any obvious physiological function. The transition to, and the maintenance of chronic pain require new gene expression to support biochemical and structural changes within the pain pathway. The regulation of gene expression at the level of mRNA translation has emerged as an important step in the control of protein expression in the cell. Recent studies show that signaling pathways upstream of mRNA translation, such as mTORC1 and ERK, are upregulated in chronic pain conditions, and their inhibition effectively alleviates pain in several animal models. Despite this progress, mRNAs whose translation is altered in chronic pain conditions remain largely unknown. Here, we performed genome-wide translational profiling of dorsal root ganglion (DRG) and spinal cord dorsal horn tissues in a mouse model of neuropathic pain, spared nerve injury (SNI), using the ribosome profiling technique. We identified distinct subsets of mRNAs that are differentially translated in response to nerve injury in both tissues. We discovered key converging upstream regulators and pathways linked to mRNA translational control and neuropathic pain. Our data are crucial for the understanding of mechanisms by which mRNA translation promotes persistent hypersensitivity after nerve injury.

## Highlights

• Translational landscape in DRG and spinal cord in SNI assay of neuropathic pain was established.
• ERK is a central hub of both transcriptionally and translationally controlled genes.
• Changes in translation efficiency and mRNA levels occur in the opposite direction for multiple mRNAs.

## Introduction

Chronic pain debilitates over twenty percent of the population worldwide, and is the leading cause of long-term disability in humans (Souza et al., 2017). The most common chronic pain conditions include headache, low back pain, cancer pain, arthritis pain, and neuropathic pain, which can result from damage to peripheral nerves or to the central nervous system itself. In addition to dysfunction of the somatosensory system, chronic pain has multi-dimensional effects on the emotional and mental health of patients that can lead to depression, anxiety, sleep disorders, low self-esteem, and impairments in attention and memory (Duenas et al., 2016). Pain management depends largely on antidepressants, anticonvulsants, and opioids; however, pain relief is incomplete under most circumstances and is achieved only in a fraction of patients (Foley, 2003, Kalso et al., 2004, Højsted and Sjøgren, 2007, Moulin et al., 2007, Ballantyne and Shin, 2008).

The inadequate management of chronic pain is a consequence of our incomplete understanding of the mechanisms underlying the induction and maintenance of pain states, leading to treatments that only target symptomatology without addressing the etiology of the disease. Sensitization of nociceptive circuits, both in the central and peripheral nervous systems, leads to mechanical hypersensitivity (allodynia), which is a hallmark of many chronic pain conditions. This sensitization is supported by the expression of new genes, which are required for the biochemical and structural reorganization of the pain pathway. With advancements in microarray and sequencing technologies, transcriptional changes associated with chronic pain have been extensively studied, providing important insights into the transcriptional landscape and identification of a subset of genes with differential expression in various chronic pain conditions (LaCroix-Fralish et al., 2011, Hu et al., 2016, Ray et al., 2017).

Cellular abundance of proteins is highly controlled at the level of mRNA translation (Schwanhausser et al., 2011). Translational control is a powerful modulator of protein levels by regulating the efficiency by which mRNA is converted to proteins.

Translation control involves a variety of mechanisms, including regulation of the vast translational machinery and modulation of the signaling pathways upstream of translation. The extracellular signal-regulated kinase **(**ERK) pathway and mechanistic target of rapamycin complex 1 (mTORC1) kinase and its downstream effectors have been extensively studied to understand the contribution of translation in the development of hypersensitivity (Khoutorsky and Price, 2017). Suppressing translation by inhibition of mTORC1 reduces mechanical hypersensitivity associated with inflammation (Price et al., 2007, Gregory et al., 2010, Ferrari et al., 2013) and neuropathic pain (Geranton et al., 2009, Zhang et al., 2013). A recent study described an important role for eukaryotic translation initiation factor 2 (eIF2) in inflammation-induced pain, and identified that phosphorylation of the α subunit of eIF2 (eIF2α) is a key step in controlling noxious heat sensitivity (Khoutorsky et al., 2016). Other studies have established a key role for local translation from pre-existing mRNAs in the modification of axonal/dendritic proteomes to promote the excitability of sensory neurons and induce pain hypersensitivity (Melemedjian et al., 2010, Khoutorsky and Price, 2017, Moy et al., 2017b). Altogether, these studies support an emerging role for translational regulation in the establishment and maintenance of chronic pain.

Neuropathic pain accounts for ∼20% of chronic pain cases (Lisi et al., 2015), and arises from damage to the nervous system. This damage can result either from a direct injury to peripheral nerves, spinal cord, or the brain, or be caused by a disorder affecting the somatosensory system such as metabolic stress, autoimmunity, degenerative or chronic inflammation, or from idiopathic origin (Guha and Shamji, 2016). Various rodent assays, mostly involving surgical injury, have been developed to study neuropathic pain (Mogil, 2009). Spared nerve injury (SNI) is a model of sympathetic-independent neuropathic pain with long-term chronicity (Decosterd and Woolf, 2000). SNI typically involves a lesion of the tibial and common peroneal branches of the sciatic nerve, while leaving the sural branch intact (Fig. 1A). This procedure causes severe and persistent (at least 6 months) neuropathic pain in the animal, manifested in the sural territory of the ipsilateral paw as mechanical and cold hypersensitivity (Decosterd and Woolf, 2000).

**Fig. 1:**
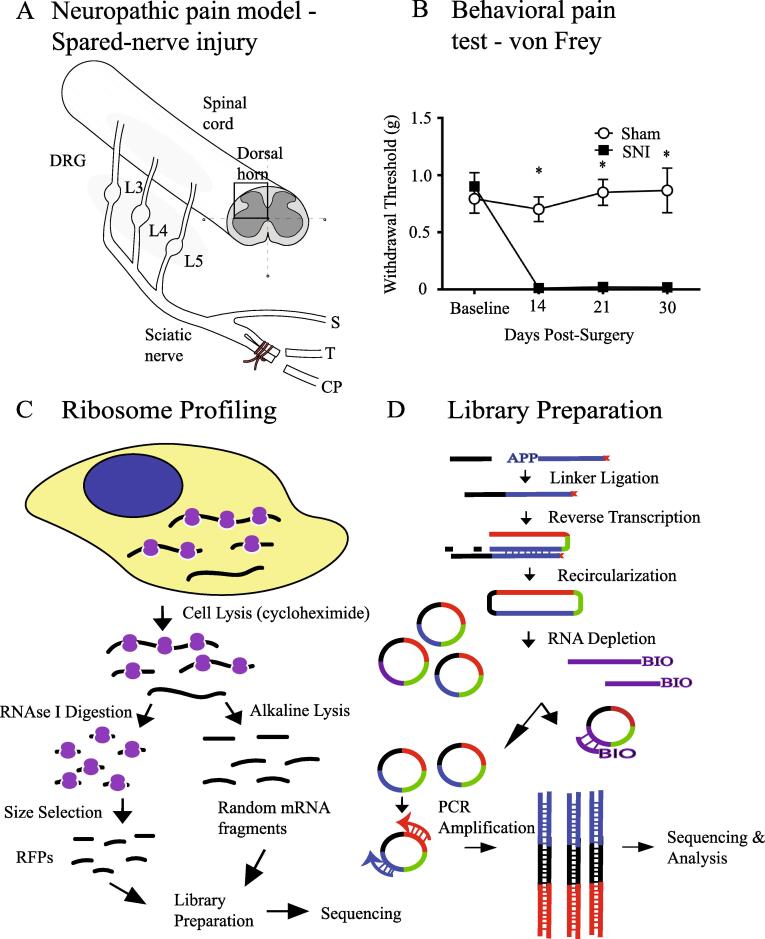
Analysis of gene-expression in the mouse model of neuropathic pain using ribosome profiling and RNA sequencing. (A) A schematic illustration of the SNI assay of neuropathic pain. L3, L4, L5: Lumbar 3,4 and5 level DRG, respectively; S: Sural branch, T: Tibial branch and CP: Common peroneal branch. (B) Paw-withdrawal threshold (g) measured for SNI and sham-operated animals at baseline and 14, 21 and 30 days post-surgery. Symbols represent mean ± SEM; *n* = 8/condition. ^*^p < 0.05 compared to other condition. (C) Experimental flowchart of ribosome profiling technique. (D) Library generation steps of ribosome profiling.

In this study, we have adopted a genome-wide approach to identify mRNAs that are either significantly up- or down-regulated at the level of translation after SNI. For this purpose, we implemented a high throughput RNA sequencing-based methodology, called ribosome profiling, in parallel with measurements of mRNA levels. We analyzed lysates from DRGs and spinal cord (SC) dorsal horn tissues from mice subjected to SNI and mapped the translational and transcriptional landscapes. In addition, we carried out meta-gene analysis by Ingenuity Pathway Analysis (IPA) and identified commonly affected pathways.

## Results

To understand the global pattern of translational control, and identify which mRNAs are differentially regulated following nerve injury, we performed genome-wide translational profiling of DRG and dorsal horn of the spinal cord in the SNI assay of neuropathic pain. For the analysis, we collected L3 to L5 DRG and the corresponding lumbar segment of the spinal cord (Rigaud et al., 2008) 30 days post-SNI. The dorsal half of the spinal cord was dissected and used for the analysis as sensory processing is restricted to this area (illustrated in a schematic diagram in Fig. 1A). We confirmed that mechanical thresholds, as measured by the von Frey test, were significantly reduced at 30 days after the nerve injury (Fig. 1B). Thus, we reasoned that the 30 day time point was appropriate for tissue collection in order to study the chronic phase of neuropathic pain.

To quantitatively measure *in vivo* genome-wide translational efficiency of mRNAs in DRG and spinal cord, we adopted the ribosome profiling methodology (Ingolia et al., 2012). Ribosome/RNA complexes were isolated from cell lysates and digested with an endoribonuclease (RNase I), which degrades all RNAs that are not protected by bound ribosomes (Fig. 1C). This generated ∼30 nucleotide long fragments of ribosome-protected mRNAs, or “footprints”. These footprints were reverse-transcribed and cloned into a cDNA library for RNA sequencing (RNA-seq) (Fig. 1D). Libraries were then sequenced to measure the number of footprints per mRNA for the entire genome. Supplementary Table 1 shows the total number of sequenced reads and number of filtered reads (reads uniquely mapped to non-ribosomal region of reference genome DNA) for each sample. 

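Ribosome footprints and poly(A)+ mRNA were sequenced from the same lysates of DRG and of the dorsal part of the spinal cord, 30 days after spared nerve injury (SNI), which cuts branches of the sciatic nerve and spares the sural branch, or after sham surgery. The 16 libraries formed 8 groups, given by tissue, surgery and assay, with 2 replicates per group. By its label, each replicate was a pool of tissue from 10 female C57BL/6J mice operated at 8 weeks of age, so n = 2 pools stands for every group. In the DRG, the reads counted in genes were 20165129 and 18176471 for the sham mRNA libraries, 28553113 and 22280063 for SNI mRNA, 7467803 and 17580332 for sham footprints, and 12364567 and 21613483 for SNI footprints. In the spinal cord, they were 27233473 and 22405013 for sham mRNA, 23513111 and 22181228 for SNI mRNA, 7214309 and 10688450 for sham footprints, and 7637112 and 6898056 for SNI footprints. The paper's Supplementary Table 1 gives another depth, the uniquely mapped reads, which range from 7332184 to 40426698 per library. The values reported here use the reads in genes.
By the submitters' notes, the authors removed adapters and rRNA and tRNA reads with Bowtie 1.1.2, aligned the rest to GRCm38.p5 with STAR 2.5.2b and counted reads per gene with HTSeq. They then computed RPKM for each library and TE as the footprint RPKM over the mRNA RPKM of the same lysate. The read counts were analysed here. Counts were normalized by TMM within each assay and tested with the quasi-likelihood test of edgeR, SNI against sham within each tissue, with Benjamini-Hochberg adjustment over all genes tested. A change in TE was the interaction of surgery and assay, with a term for each lysate. Genes needed 128 reads summed over the 4 libraries of an assay, which is 1 reading of the minimum in the paper's methods. Small noncoding RNAs made up 1.76% and 1.81% of spinal cord footprint reads in sham and 2.41% and 2.39% after SNI. Changes are given as log2 fold changes, SNI over sham, and intervals and errors cover these pools and not the mice within them.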

In parallel, transcriptome analysis (mRNA-seq) was performed in parallel to account for changes in mRNA abundance. Thus, using the number of footprints (as a proxy for translation) for a given mRNA, normalized to its abundance (as a proxy for transcription), we can calculate translational efficiency (TE) for each mRNA, which has been previously shown to be a strong predictor of protein abundance (Ingolia et al., 2009).

Footprints had a narrow size distribution, with a peak corresponding to 28–32 nucleotides, whereas the length of sequencing reads from randomly lysed mRNA fragments as a result of alkaline fragmentation had a broad size distribution ranging from 28 to 45 nucleotides (Fig. 2A) (Ingolia et al., 2009). mRNA-Seq reads were equally distributed between the three possible frames for the start codon, whereas footprint reads displayed a bias for the canonical Frame 1 (Fig. 2B). Likewise, because the size of the protected ribosomal footprint is ∼28 nt (Fig. 2C), extending from −12 to +15 (0 being the start codon at the P site of the ribosome), reads around the start codon, stop codon and within the coding sequence follow the periodicity of mRNA codons (3 nucleotides) (Ingolia et al., 2009) (Fig. 2C). As expected, the footprints were largely restricted to the coding sequence (CDS), while the mRNA fragment reads were evenly distributed throughout the 5′ untranslated region (5′ UTR), CDS and the 3 UTR (Fig. 2D). The three-nucleotide periodicity of the ribosome footprints (RFPs) (Fig. 2D), as well as the significantly higher number of RFP reads within the coding region, as compared to UTRs, demonstrates the specificity of the recovered ribosome footprints.

**Fig. 2:**
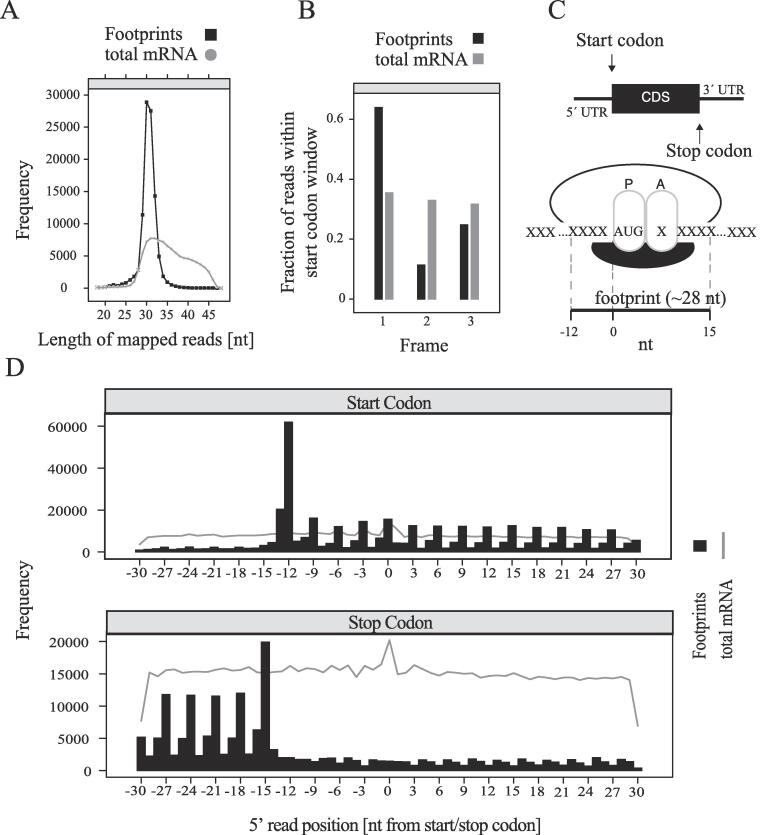
Quality control of ribosome profiling. (A) Frequency of mapped reads from RNA–seq data corresponding to ribosomal footprints (∼28–32 nt) or total RNA fragments following alkaline fragmentation (∼28–45 nt). (B) Fraction of reads within start codon window for each one of the three possible frames for footprints and total mRNA. (C) Top: Depiction of a eukaryotic mRNA with 5′ and 3′ UTRs, CDS (coding sequence) and start and stop codons. Bottom: Depiction of the P and A sites on a translating ribosome showing the size and orientation of, and the area occupied by, a typical eukaryotic ribosomal footprint. The start codon AUG is shown; X: any three nucleotides corresponding to a codon. (D) Frequency of footprints and mRNA reads with respect to position from the start (top) and stop (bottom) codons.

Footprints and mRNA densities were computed in units of reads per kb per million (RPKM) to normalize for gene length and total reads per sequencing run. All conditions demonstrated a strong correlation between biological replicates (Figs. 3A and 4A – R2; Pearson Correlation). 

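The pair of replicates lay close together in all 8 groups. The squared Pearson correlation of the deposited RPKM, on the log2 scale across genes, ranged from 0.9958, in the sham footprints of the DRG and the SNI footprints of the spinal cord, to 0.9983 in the SNI mRNA of the DRG. The squared Spearman correlation ranged from 0.9957 to 0.9984. Nearly all deposited values rest on a length other than the gene's own, and with own lengths the lowest Pearson value was 0.9923. Between 10238 and 13357 genes with at least 128 reads over a pair entered each value, and genes are not independent replicates.
The distance between replicates was also set against the sampling noise of read counts. The mean chi-square per gene, which is 1 for sampling noise alone, was between 1.05 and 1.68 within the 8 pairs of replicates and between 1.77 and 12.2 for sham against SNI. The common biological coefficient of variation estimated by edgeR was 0.00988 for DRG mRNA, 0.0430 for DRG footprints, 0.0171 for spinal cord mRNA and 0.0160 for spinal cord footprints. The joint fit of both assays for DRG TE gave 0.00988 too, below the value of the DRG footprints alone. Why these 2 DRG fits gave the same value was not tested, so it is not taken as a measure of the spread between pools. Gfap, the intermediate filament protein of astrocytes, had 914 ± 13.4 CPM in sham and 1060 ± 19.5 CPM in SNI spinal cord (SD, n = 2), and this difference of 0.22 on the log2 scale had an adjusted p of 1.3e-10 from edgeR. Changes well under 1.5-fold therefore passed the test.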

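Genes known to be switched on in injured sensory neurons rose in the DRG 30 days after SNI. Sprr1a, a small proline-rich protein linked to axon regeneration, lies on chromosome 3 of GRCm38 from 92483952 to 92485895. Its mRNA rose from 13.1 ± 0.142 to 249 ± 5.75 CPM normalized by TMM (SD, n = 2), a log2 fold change of 4.25 (standard error 0.0430, adjusted p = 7.5e-40 from edgeR). Npy, which encodes neuropeptide Y, rose from 5.40 ± 0.162 to 87.9 ± 0.448 CPM. Atf3, a transcription factor of the injury response, rose from 13.8 ± 1.01 to 101 ± 2.22 CPM. The receptor gene Gpr151 rose by a log2 fold change of 3.51, the growth factor Fgf3 by 3.80 and the peptide urocortin, encoded by Ucn, by 4.30. Of 28 measured genes on a list of injury-induced sensory neuron genes, 27 rose and none fell (27 adjusted over the list alone), with a median log2 fold change of 0.93. The list passed camera's set test (adjusted p = 1.6e-21, and adjusted p = 0.12 with an estimated correlation). With 2 pools per group, no list passed at the estimated correlation in any comparison, so failing there cannot decide between lists. Part of this list, like members of the other lists, had been seen in Supplementary Table 2 when the lists were fixed. Among genes that fell, the calcium-binding protein gene Calb2 went from 25.4 ± 0.633 to 7.12 ± 0.462 CPM, and the immunoglobulin heavy chain genes Ighg3 and Ighg2b fell by 2.44 and 1.48 on the log2 scale. In all, 2308 of 14494 genes rose and 2467 fell, and 243 and 109 of these exceeded 1.5-fold. DESeq2 called 928 and 1176 genes. Which direction held more genes depended on the settings, with 3072 and 1781 for library sizes alone and 2375 and 1968 with no filter.
For TE, Ankrd60, an ankyrin repeat gene, rose from a log2 TE of 1.46 ± 0.406 in sham to 2.82 ± 0.296 after SNI (SD, n = 2, adjusted p = 5.9e-117 from edgeR). That p was fitted to the read counts and not to the spread of the log2 TE printed beside it. With limma on the deposited TE of each lysate, 0 genes rose, so Ankrd60 was not called there. Lpl, the lipoprotein lipase, rose from 0.07 ± 0.07 to 1.12 ± 0.14. The TE of Zfand1, a zinc finger protein gene, fell by 1.65 on the log2 scale (adjusted p = 3.9e-32), and that of Rpgrip1, a gene of the ciliary transition zone, fell by 1.76 (adjusted p = 1.9e-05), a call lost with DESeq2. The microRNA precursor Mirlet7c-1 fell by 2.95 and the precursor Mir182 fell by 2.57, and for such small RNAs the ratio compares both sequenced fractions and does not measure translation. The TE of 536 of 12710 genes rose and that of 408 fell, and 42 and 27 of these exceeded 1.5-fold. These counts depended on the test, with 56 and 30 for DESeq2, and with 0 and 1 for limma on the deposited TE, which gave 793 and 788 genes at an unadjusted p under 0.05. Without SNI replicate 2 the counts were 213 and 128, without sham replicate 1 they were 307 and 192, without sham replicate 2 they were 271 and 235, and without SNI replicate 1 they were 330 and 257.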

Based on changes in translational efficiency, 74 mRNAs were upregulated (fold change > 1.5, *p* < 0.05) in the DRG of SNI mice as compared to sham animals, while translation was downregulated (0.5 > fold change, *p* < 0.05) for 31 mRNAs (Fig. 3B left, for the complete list of genes see Supplementary Table 2). mRNA-seq analysis revealed that 144 mRNA were transcriptionally upregulated and 33 were downregulated in DRG after SNI (Fig. 4B right, for the complete list of genes see Supplementary Table 2). 

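Sprr1a mRNA was near the detection limit in sham spinal cord, with 9 reads over both pools, and rose to 1328 reads after SNI, or from 0.181 ± 0.00361 to 29.0 ± 0.467 CPM (SD, n = 2, log2 fold change 7.28, adjusted p = 7.5e-44 from edgeR). Atf3 rose from 1.34 ± 0.0695 to 8.36 ± 0.548 CPM, and Lgals3, which encodes galectin-3 of activated microglia and macrophages, rose by 1.49 on the log2 scale. The immune checkpoint gene Lag3 rose by a log2 fold change of 0.99 and the tubulin gene Tubb6 by 1.25. Of 29 measured injury-induced sensory neuron genes, 8 rose and none fell in the cord (9 adjusted over the list alone), and the list passed the set test (adjusted p = 3.1e-06, and adjusted p = 0.215 with an estimated correlation). Genes of cholinergic motor neurons fell in the cord. Skeletal muscle genes were lower by the set test in the same samples, with 2 of 15 passing (adjusted p = 3.0e-04, and adjusted p = 0.22 with an estimated correlation). The extent of the dissected tissue is therefore not excluded as a cause. Chodl, a marker of fast motor neurons, went from 18.8 ± 0.466 to 8.81 ± 1.06 CPM, the choline transporter Slc5a7 fell by 0.70 on the log2 scale and the vesicular acetylcholine transporter Slc18a3 fell by 0.43. Of 6 measured motor neuron genes 4 fell (5 adjusted over the list alone), with a set test adjusted p of 2.3e-05 and an adjusted p = 0.22 with an estimated correlation. Chat, the enzyme that makes acetylcholine, fell by 0.36 and lost its call with DESeq2, and without SNI replicate 1, SNI replicate 2 and sham replicate 1 (adjusted p = 0.117, 0.362 and 0.239). In all, 308 of 14723 genes rose and 289 fell. DESeq2 called 39 and 18 genes, and the counts were 168 and 102 without SNI replicate 1, 79 and 59 without SNI replicate 2, 118 and 111 without sham replicate 1, and 504 and 526 without sham replicate 2.
Few genes changed in TE in the spinal cord, 20 up and 10 down of 11865. Of the 20, 17 were small noncoding RNAs such as the microRNA precursor Mir219a-2, at 2.85 on the log2 scale, and 1 was protein coding. This was Zfand1, whose log2 TE rose from 0.47 ± 0.32 to 3.17 ± 0.42 (SD, n = 2, adjusted p = 7.6e-19 from edgeR). Of the 10 that fell, 6 were encoded in mitochondria. Among them were the cytochrome oxidase subunit mt-Co1, by 0.49, and the NADH dehydrogenase subunits mt-Nd1 and mt-Nd5, by 0.45 and 0.43. The mitochondrial share of footprint reads was 0.2% and 0.24% in sham and 0.18% and 0.15% after SNI, so it also varied within groups. DESeq2 called 11 and 2 genes and no mitochondrial one among those named here. On the deposited TE, limma called none, with 394 and 370 genes at an unadjusted p under 0.05. Without SNI replicate 2, sham replicate 1 or sham replicate 2 the falls were 14, 16 and 14.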

In the spinal cord, 103 mRNAs were translationally upregulated and 27 were downregulated (Fig. 4B left, for the complete list of genes see Supplementary Table 2), whereas 25 mRNAs were transcriptionally upregulated and 7 were downregulated after SNI (Fig. 3B right, for the complete list of genes see Supplementary Table 2).

**Fig. 3:**
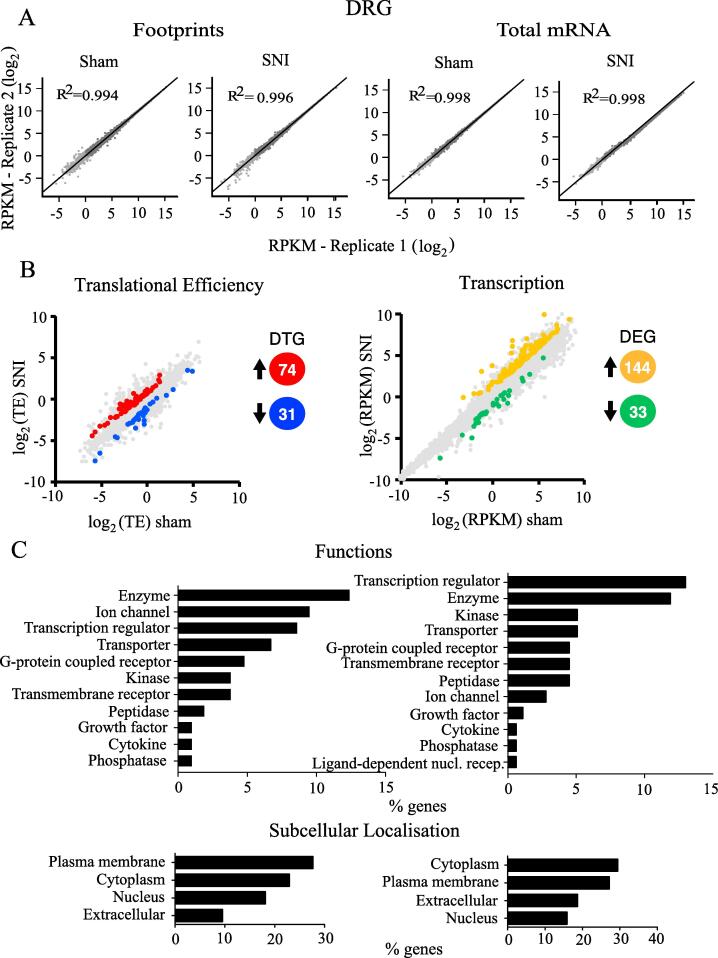
The DRG translational and transcriptional landscape after SNI. (A) Correlation between replicates for footprint (left) and total mRNA (right) are shown for sham or SNI groups in DRG. (B) Changes (log_2_) in translational efficiency (left) and transcription (right) and differentially translated or transcribed genes (upregulated and downregulated; *p* < 0.05 and 0.5 > fold change > 1.5) between sham- and SNI-treated mice are depicted from ribosome profiling analysis in tissue from DRG**.** The number of differentially translated genes (DTG) or differentially expressed genes (DEG) is depicted in different colours (red/blue, orange/green). Spearman's rank correlation coefficient (R^2^) is shown for log_2_ comparisons. (C) Representative functional analysis characteristics using IPA of differentially regulated genes at the level of translation (left) and transcription (right) in DRG, 30 days post-SNI. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 4:**
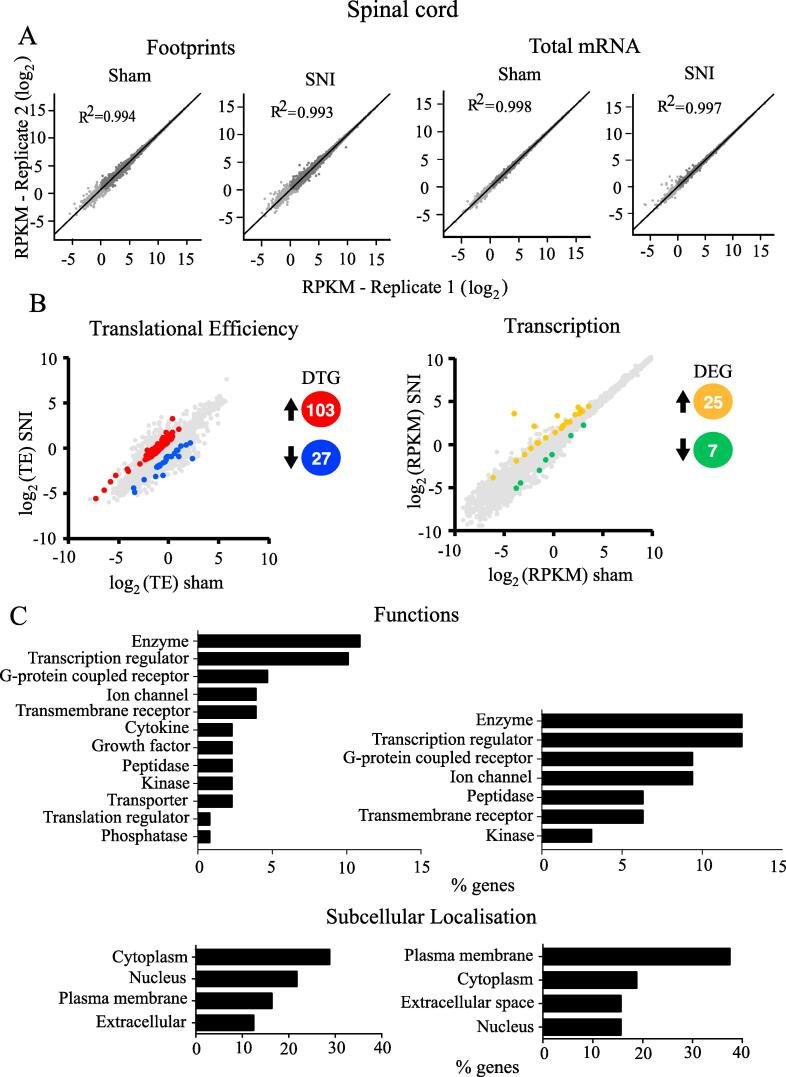
The dorsal horn of the spinal cord translational and transcriptional landscape after SNI. (A) Correlation between replicates for footprint (left) and total mRNA (right) are shown for sham or SNI groups for spinal cord. Spearman's rank correlation coefficient (R^2^) is shown for log_2_ comparisons. (B) Changes (log_2_) in translational efficiency (left) and transcription (right) and differentially translated or transcribed genes (upregulated and downregulated; *p* < 0.05 and 0.5 > fold change > 1.5) between sham and SNI treated animals are depicted from ribosome profiling analysis in spinal cord. The number of differentially translated genes (DTG) or differentially expressed genes (DEG) is depicted with different colors (red/blue, orange/green). (C) Representative functional analysis characteristics using IPA of differentially regulated genes at the level of translation (left) and transcription (right) are shown for sham or SNI groups in spinal cord, 30 days post-SNI. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

Ingenuity Pathway Analysis (IPA) of differentially regulated genes (both translationally and transcriptionally) in SNI revealed top cellular functions and subcellular localizations in the DRG (Fig. 3C) and spinal cord (Fig. 4C). 

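Ion channel, extracellular matrix and immune genes were among those that changed in the DRG mRNA. Of 24 potassium channel genes, which set the resting excitability of sensory neurons, 12 fell and 1 rose (12 and 1 adjusted over the list alone). Kcnk1, a leak channel, fell by 0.46 on the log2 scale, the voltage-gated channel Kcna2 by 0.36 and the silent subunit Kcns1 by 0.34. Outside this list and its counts, the potassium channel gene Kcnk16 was among the largest rises in the DRG mRNA, at 3.24 (adjusted p = 1.5e-13 from edgeR). Nociceptor genes went both ways, with 13 of 30 lower and 6 higher (13 and 6 adjusted over the list alone). The serotonin receptor Htr3a fell by 0.38 and the GDNF family receptor Gfra3 rose by 0.52. Of 22 collagen and matrix genes 20 rose (21 adjusted over the list alone), with Loxl2, which crosslinks collagen, at a log2 fold change of 1.49 and the laminin Lama5 at 1.25. Skeletal muscle genes rose in the same DRG samples, so tissue around the ganglia is not excluded as a source of matrix mRNA. Of 12 complement genes 7 rose (7 adjusted over the list alone), with C4b at 0.71 and C1qa at 0.55. Of 17 ATF4 target genes, which answer amino acid and unfolded protein stress, 8 rose (11 adjusted over the list alone), with Chac1 at 0.46, lost with DESeq2 and without sham replicate 1 (adjusted p = 0.126). Interferon-stimulated genes were mixed, with 5 of 24 higher and 2 lower (5 and 1 adjusted over the list alone), and Ifit1 fell by 0.72. By camera, adjusted p was 0.0116 for the potassium channels, 0.0812 for the nociceptor genes, 5.6e-12 for collagen and matrix, 8.1e-06 for complement, 0.00173 for ATF4 targets and 0.0399 for interferon-stimulated genes. With an estimated correlation, adjusted p was 0.258, 0.306, 0.12, 0.231, 0.306 and 0.306 in the same order. Each member as a point on the log2 scale, by list and tissue, is drawn in the plot of gene lists.
Of 21 collagen and matrix genes, the TE of 7 fell and of 1 rose in the DRG (10 and 2 adjusted over the list alone), led by Col5a3, whose log2 TE went from -0.73 ± 0.03 to -1.59 ± 0.05 (SD, n = 2). The list had an adjusted p of 0.12 by camera. The TE of 7 neutrophil and 5 erythroid genes measured was higher by the set test (adjusted p = 0.0287 and 0.0296, and adjusted p = 0.736 for both with an estimated correlation), with 2 members passing in each (3 and 4 adjusted over the list alone). These were the neutrophil granule genes Mpo and S100a9 and the globins Hba-a1 and Hba-a2. Mpo was lost without SNI replicate 1, SNI replicate 2, sham replicate 1 and sham replicate 2 in turn (adjusted p = 0.172, 0.0781, 0.11 and 0.2), and DESeq2 kept neither S100a9 nor Hba-a2. The lists were written from general knowledge and the IPA categories were not rebuilt.

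**Figure D1:**
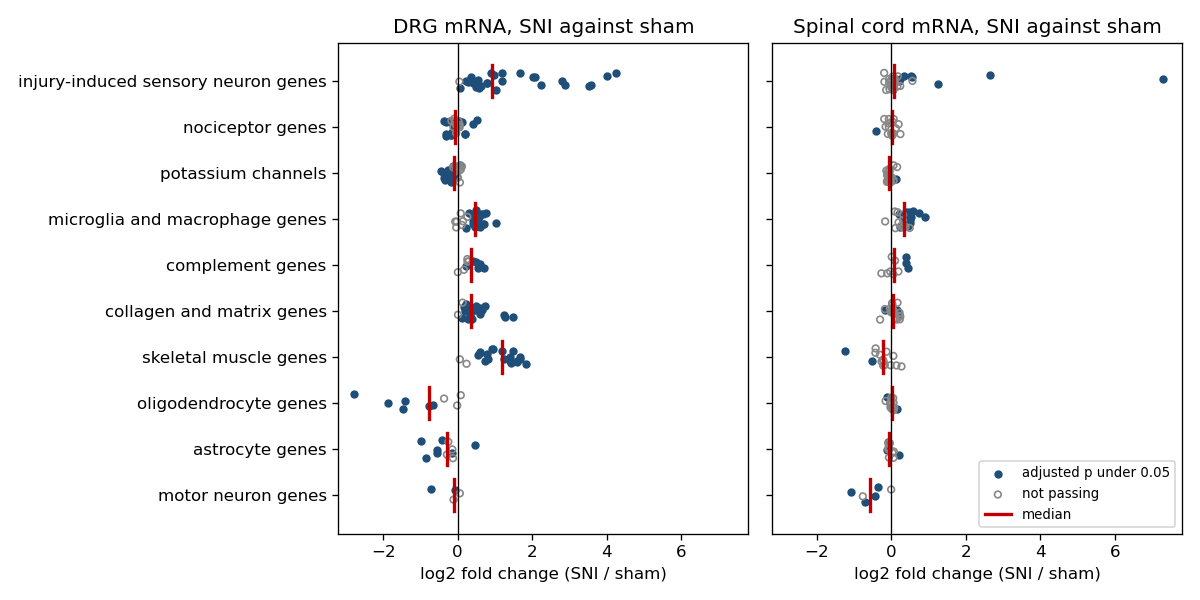
Log2 fold change of mRNA, SNI over sham, for the members of 10 gene lists in the DRG (left) and spinal cord (right). Each point is 1 gene, filled where its adjusted p from edgeR is under 0.05 and open where it is not, and the red bar is the median of the list. Most injury-induced and muscle genes lie to the right of 0 in the DRG, and the oligodendrocyte genes to the left.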

We also used the IPA network analysis of differentially regulated genes to generate a node graph of potential regulatory networks based on the ribosome profiling data for DRG (Fig. 5) and spinal cord (Supplementary Fig. 1).

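Of the 21 genes drawn as measured in the transcriptional network of Fig. 5, 18 rose in the DRG mRNA, 1 fell and 2 were under the read minimum. The network was built by the study from these same samples, so it is not independent evidence of direction. Sema6a, a semaphorin that guides axons, rose from 36.7 ± 2.29 to 92.1 ± 1.23 CPM (SD, n = 2, log2 fold change 1.33, adjusted p = 3.7e-25 from edgeR). The neuropeptide galanin, encoded by Gal, rose from 29.5 ± 0.829 to 125 ± 3.06 CPM. The aldo-keto reductase Akr1b8 rose by 0.87 on the log2 scale, the integrin Itga7 by 0.67, the kinase Camk1 by 0.65, and the matrix genes Col18a1 and Col27a1 by 0.59 and 0.58. The lysosomal protein gene Cd68 rose by 0.55, a call lost with DESeq2 and without sham replicate 2 (adjusted p = 0.0587). Olig1, a transcription factor of oligodendrocytes, fell by 1.40. Olig1 is far more abundant in spinal cord than in DRG, and genes of the cord as a group were higher in the sham DRG pools. The natriuretic peptide gene Nppc had 49 mRNA reads over the 4 libraries, under the read minimum, and its log2 fold change was -1.33 (adjusted p = 0.0134 with no filter).
For the genes drawn as changed in TE, fewer reads were available. The TE of the cytokine Il7 rose by 0.76 on the log2 scale (adjusted p = 0.0367) and that of the fractalkine receptor Cx3cr1 by 0.67 (adjusted p = 0.00233), and DESeq2 kept neither. Both were also lost without SNI replicate 2 and without sham replicate 2, at adjusted p = 0.731 and 0.15 for Il7 and 0.128 and 0.0947 for Cx3cr1, and Il7 without sham replicate 1, at 0.151. The immune receptor Lair1 and the vasodilator peptide Adm had TE changes of 0.52 and 0.60 with adjusted p = 0.304 and 0.196. The other genes had under 128 reads in an assay. With no filter, the lysophosphatidic acid receptor Lpar4, with 112 footprint reads, rose by 1.26 (adjusted p = 0.0123), and the zinc transporter Slc39a12, with 41 footprint reads, fell by 2.70 (adjusted p = 4.2e-04).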

**Fig. 5:**
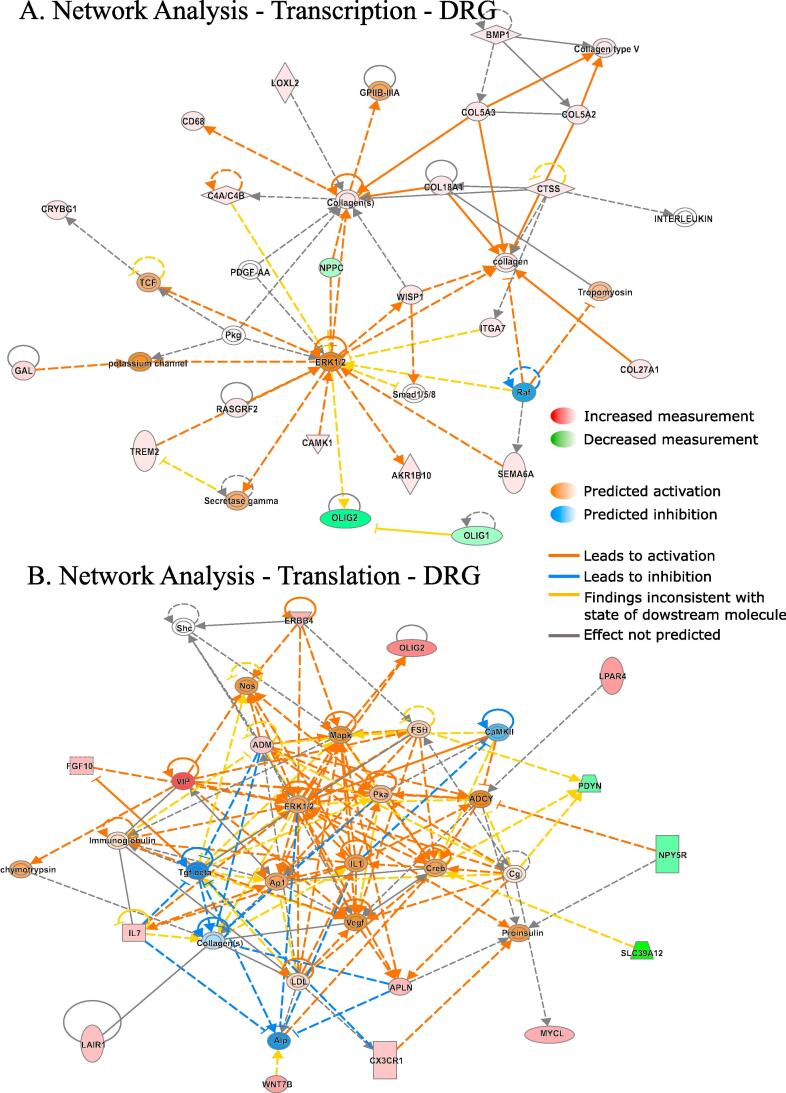
Network analysis generated by IPA of differentially transcribed and translated mRNAs in DRG 30 days post-SNI. Red: increased measurement; green: decreased measurement; orange: predicted activation; blue: predicted inhibition; yellow: findings inconsistent with state of downstream molecule; grey: effect not predicted; solid line: direct interaction; dashed line: indirect interaction. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

## Discussion

Translational control of gene expression has emerged as a prominent mechanism in the regulation of gene expression in pathological pain states (Price and Geranton, 2009, Melemedjian and Khoutorsky, 2015, Khoutorsky and Price, 2018). Indeed, signaling upstream to the translation machinery is upregulated in several chronic pain conditions (Price et al., 2007, Jimenez-Diaz et al., 2008, Geranton et al., 2009, Ji et al., 2009, Khoutorsky and Price, 2017). Moreover, an inhibition of mRNA translation has been shown to effectively alleviate pain in several preclinical assays (Geranton et al., 2009, Asante et al., 2010, Obara et al., 2011). Despite this progress, the repertoire of mRNAs showing altered translation in pain conditions remains largely unknown. Our study provides the first genome-wide translational profiling of DRG and spinal cord tissues in a mouse model of neuropathic pain. We identified 74 mRNAs in DRG and 103 mRNAs in the spinal cord whose translation is increased 30 days following SNI, and 31 mRNAs in DRG and 27 mRNAs in the spinal cord with decreased translation. The higher number of upregulated versus downregulated mRNAs in DRG after SNI is consistent with previous studies showing increased signaling upstream of translation following nerve injury in DRG (Obata et al., 2004, Price et al., 2007, Khoutorsky et al., 2016, Moy et al., 2017a) and increased rates of translation in sensory neurons in response to pronociceptive stimulation (Melemedjian et al., 2010). 

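Among genes whose TE changed in the DRG, 56.8% were higher after SNI. The TE of Bdnf, the brain-derived neurotrophic factor, rose from a log2 TE of -0.52 ± 0.02 to -0.17 ± 0.05 (SD, n = 2, adjusted p = 1.1e-04 from edgeR), a call lost with DESeq2. Of 30 nociceptor genes, the TE of 6 rose and of none fell (7 and 3 adjusted over the list alone), and the list did not pass the set test (adjusted p = 0.358). Cd55, a complement regulator on nociceptors, rose by 0.29 on the log2 scale and the sodium channel Scn9a by 0.18. The measured messages of the translation machinery did not move as a group. Of 15 mRNAs of elongation factors and other TOP mRNAs, whose translation follows mTORC1, the TE of 1 rose and of 2 fell (1 and 3 adjusted over the list alone, set test adjusted p = 0.516). The elongation factor Eef2 fell by 0.15 and the poly(A)-binding protein Pabpc1 by 0.22. Of 78 ribosomal protein genes, 76 reached the read minimum in mRNA but only 51 in both assays, so the rest could not be tested for TE. Of these 51, the TE of 1 rose and of 1 fell (0 and 1 adjusted over the list alone, set test adjusted p = 0.73). The calls of Scn9a, Eef2 and Pabpc1 were lost with DESeq2, and Pabpc1 without SNI replicate 1, SNI replicate 2 and sham replicate 2 (adjusted p = 0.0545, 0.149 and 0.358). TE was scaled within each assay, so a rise shared by most mRNAs would not appear, and scaled by library size alone 48.1% of the changed genes were higher. The paper places the larger number of genes with increased TE beside earlier reports of increased signaling upstream of translation after nerve injury.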

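Single genes, some of them matrix genes, moved in opposite ways in mRNA and TE in the DRG. Col5a3 mRNA, which encodes a collagen chain, rose from 78.1 ± 1.45 CPM in sham (SD, n = 2) by 1.26 on the log2 scale while its TE fell by 0.86 (adjusted p = 8.1e-38 from edgeR), and its footprints rose by 0.39. Lama5 TE fell by 0.63 and Itga7 TE by 0.25, both with higher mRNA. The interferon-induced gene Ifit1 fell in mRNA from 39.0 ± 0.456 to 23.7 ± 0.405 CPM while its TE rose by 0.77 (adjusted p = 2.5e-17). The TE of Slc1a2, a glutamate transporter of glia, rose by 0.59, with lower mRNA. Genes far more abundant in spinal cord were also higher in sham DRG mRNA (54 of 57), so spinal cord tissue there is not excluded. Of these TE calls, DESeq2 lost those of Lama5 and Slc1a2, and Slc1a2 was also lost without SNI replicate 1 and without sham replicate 2 (adjusted p = 0.0705 and 0.135).
In the DRG, 675 genes passed both tests with opposite signs and 53 with the same sign, where independent calls would give 170 and 168. Of the 675, mRNA fell and TE rose in 430 and mRNA rose and TE fell in 245, against 327 and 340 with library sizes alone. Both tests use the same mRNA libraries, so sampling error alone pushes them apart. At an unadjusted p under 0.05 in both tests, 1615 genes had opposite signs and 150 the same sign. The means were 191 and 79.9 in 10 simulated data sets with the mRNA changes called by edgeR, no change in TE and the common spread of each assay, estimated over all genes tested in it. The correlation of mRNA and TE changes across 12710 genes, which are not independent, was -0.41 in the data and -0.58 in simulated data with no effect. With the mRNA change from 1 replicate and the TE change from the other, which share no library, it was -0.21 and -0.18 in the DRG, against 0.00 simulated, and -0.01 and -0.02 in the spinal cord. With DESeq2 the count with opposite signs was 68. It was 435 without SNI replicate 1, 268 without SNI replicate 2, 361 without sham replicate 1 and 370 without sham replicate 2. From such pairs of opposite changes, the paper proposes that translation buffers changes in mRNA levels.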

The parallel analysis of changes in mRNA levels and their translational efficiency demonstrates that changes in these processes occur in the opposite direction for multiple mRNAs, suggesting translational buffering (Laurent et al., 2010, McManus et al., 2014) (see Supplementary Table 3). For example, in the DRG, seven genes (*Myh* 7, *Mobp*, 1500009C09Rik, *Sall1*, *Grin2b*, *Olig2* and 3110035E14Rik) are transcriptionally down regulated but translationally upregulated. 

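The mRNA of Mobp, a myelin protein of oligodendrocytes, lies on chromosome 9 of GRCm38 from 120149707 to 120181484 and fell from 20.9 ± 0.251 to 2.97 ± 0.554 CPM (SD, n = 2, adjusted p = 4.3e-21 from edgeR). 1500009C09Rik fell by 1.74 on the log2 scale (adjusted p = 1.4e-07). The other genes had fewer than 128 mRNA reads over the 4 libraries and were fitted with no filter. There, Myh7, a slow muscle myosin, fell by 1.31 (94 reads, adjusted p = 2.3e-04), the transcription factor Sall1 fell by 1.19 (46 reads, adjusted p = 0.0417) and Olig2 fell by 2.02 (57 reads, adjusted p = 1.0e-05). The NMDA receptor subunit Grin2b fell by 1.57 (87 reads, adjusted p = 1.5e-05) and 3110035E14Rik fell by 2.94 (55 reads, adjusted p = 1.6e-09).
For TE, none of the genes had 128 reads in both assays. Mobp, with 107 footprint reads, rose by 1.61 on the log2 scale with no filter (standard error 0.334, adjusted p = 1.9e-04). Myh7, with 203 footprint reads, had a TE change of 0.91 (standard error 0.372, adjusted p = 0.235). The rest had between 8 footprint reads, for Grin2b and 3110035E14Rik, and 20, for Sall1. Their TE changes were 0.71 for 1500009C09Rik, 1.26 for Sall1, 1.25 for Grin2b, 1.71 for Olig2 and 1.97 for 3110035E14Rik, with adjusted p from 0.776 to 0.925 and standard errors from 0.881 to 1.52, so a change of that size was not detectable at this depth. Apart from Myh7, each was between 45.7 and 76.4 times as abundant in spinal cord mRNA as in sham DRG mRNA, and the excess in sham over SNI DRG came to 0.973% to 1.28% of the spinal cord level.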

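The TE of Sprr1a in the spinal cord could be measured in SNI but hardly in sham. It had 8 and 3 footprint reads in the sham pools against 338 and 356 after SNI, and its log2 TE changed from 1.62 ± 1.30 to 0.72 ± 0.13 (SD, n = 2). The change fitted by edgeR to the counts was -1.15 (standard error 0.635, adjusted p = 0.76). The skeletal muscle sodium channel gene Scn4a had 13 mRNA reads over the 4 spinal cord libraries, the serotonin receptor gene Htr3b 27, the Nogo receptor homolog Rtn4rl2 29 and Tmem54, which encodes a membrane protein, 9. Their footprint reads were 11, 10, 18 and 4. All of these lie under the read minimum, and with no filter none passed in mRNA or in TE. The mRNA changes on the log2 scale were 1.76 for Scn4a, 0.86 for Htr3b, 1.47 for Rtn4rl2 and -1.58 for Tmem54, with adjusted p of 0.597, 0.779, 0.244 and 0.826. For TE they were -1.33, -1.23, -3.45 and 1.69, with adjusted p of 0.999, 0.999, 0.708 and 0.999. Over all genes of the cord, 5 passed both tests with opposite signs and 4 with the same sign. Of the 5, 1 was protein coding, Zfp654, a zinc finger gene named by its TE fall, and its mRNA rose by 0.37 while its TE fell by 0.56 (adjusted p = 0.0119, lost with DESeq2, and at 0.144 without SNI replicate 2 and 0.555 without sham replicate 2). No gene passed both tests with DESeq2. The counts with opposite signs were 2 without SNI replicate 1, 4 without SNI replicate 2, 7 without sham replicate 1 and 11 without sham replicate 2.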

In the spinal cord, four genes (*Scn4a*, *Htr3b*, *Sprr1a* and *Rtn4rl2*) are transcriptionally upregulated but translationally down regulated, whereas *Tmem54* is transcriptionally downregulated but translationally upregulated. Several genes that have been previously studied in relation to pain show opposite changes in mRNA levels and their translation efficiency (spinal cord: *Scn4a*, *Htr3b*, *Sprr1a*, *Rtn4rl2*, *Tmem54*; DRG: *Myh7*, *Mobp*, 1500009C09Rik, *Sall1*, *Grin2b*, *Olig2* and 3110035E14Rik). For example, *Scn4a* gene codes for the alpha subunit of the voltage-dependent sodium channel, and mutations in this gene have been associated with sodium channel myotonia (Orstavik et al., 2015). *Htr3b* codes for the serotonin-3B receptor. *Htr3b* rs1176744 polymorphisms are proposed to influence and predict the development of chronic pain disorders like chronic myalgia (Louca Jounger et al., 2016). In a transcriptomic analysis of human DRG, *Sprr1a* (small proline-rich protein 1a) was identified as a signature gene associated with pain experienced in sickle cell disease (Paul et al., 2017). Additionally, *Sprr1a* is involved in regeneration (Jing et al., 2012) and its protein levels are elevated in DRG following peripheral nerve injury (Starkey et al., 2009).

We predict that genes showing changes in the same direction in their mRNA levels and TE, such as *Pkd2l1*, *Unc45b*, *Tmem88b* and *Trhr*, will exhibit robust changes in the corresponding protein levels. 

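Unc45b, a chaperone for muscle myosin, and Tmem88b, which encodes a membrane protein, rose in the DRG mRNA. Unc45b rose by 1.41 on the log2 scale (standard error 0.135, adjusted p = 1.4e-10 from edgeR) and Tmem88b by 0.67 (standard error 0.103, adjusted p = 2.8e-06). Skeletal muscle genes also rose in these DRG samples (19 of 21, median log2 fold change 1.18). Muscle tissue is therefore not excluded as a source of Unc45b mRNA. The TE of Tmem88b rose by 0.98 (standard error 0.328, adjusted p = 0.0417) with 142 footprint reads, and the footprint reads were 10 and 17 in sham against 53 and 62 after SNI. This TE call was lost with DESeq2, with no filter, with a replicate block, without the lysate terms, without SNI replicate 1, and without either sham replicate (adjusted p = 0.245, 0.0786 and 0.52). Unc45b had 72 footprint reads and a TE change of 1.09 with no filter (standard error 0.498, adjusted p = 0.372). Pkd2l1, a channel of the polycystin family, had 58 mRNA and 42 footprint reads, an mRNA change of 1.08 (adjusted p = 0.0568) and a TE change of 1.14 (adjusted p = 0.814). Trhr, the receptor for thyrotropin-releasing hormone, had 34 mRNA and 16 footprint reads, with changes of -1.28 (adjusted p = 0.0818) and -0.98 (adjusted p = 0.925). Protein levels were not measured in these samples.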

Polycystic kidney disease protein 2-like 1 (PKD2L1) is a member of the transient receptor potential superfamily which is known to be involved in a number of sensory functions, ranging from detection of light, force, osmolality, temperature, odour, taste, and pain (Hussein et al., 2015). A study identified *Tmem88b* in DRG to be transcriptionally up-regulated following burn injury (Yin et al., 2016). However, the physiological role of *Tmem88b* in sensory neurons and pain remains poorly defined.

To better understand the biological context of the identified genes, we analyzed our datasets using the IPA platform. IPA analysis has categorized the differentially regulated genes in DRG and spinal cord, post-SNI, into functional and subcellular localization categories, identifying several overlapping functions between transcriptionally and translationally regulated genes (Figs. 3C and 4C), including enzyme, transcription regulator, ion channel, and G protein-coupled receptors. 

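The gene of the kinase ERK1 itself moved little in the DRG. Mapk3 mRNA, for ERK1, rose from 917 ± 1.91 to 962 ± 0.749 CPM (SD, n = 2, log2 fold change 0.07, adjusted p = 5.0e-08 from edgeR). Its TE change was -0.05 (adjusted p = 0.201). Of 24 measured ERK-responsive genes, which are induced by or feed back on the pathway, 7 rose in DRG mRNA and 2 fell (10 and 2 adjusted over the list alone). The immediate early genes Fos and Fosl2 both rose by 0.62 on the log2 scale and Phlda1 by 0.49, while Etv1, an ETS factor, fell by 0.64. The list did not pass camera's set test (adjusted p = 0.0972, and adjusted p = 0.347 with an estimated correlation). For TE, 1 of 24 rose and 1 fell (1 and 1 adjusted over the list alone), with a set test adjusted p of 0.494. Etv1 rose in TE by 0.35, and Dusp4, a phosphatase that inactivates ERK, fell by 0.77, and DESeq2 kept neither. Etv1 was lost without SNI replicate 1 and sham replicate 2 (adjusted p = 0.0662 and 0.0753), and Dusp4 without SNI replicate 1, SNI replicate 2, sham replicate 1 and sham replicate 2 in turn (adjusted p = 0.153, 0.208, 0.177 and 0.128). In the spinal cord mRNA, 2 of 25 fell and none rose (3 and 0 adjusted over the list alone, set test adjusted p = 0.161), with the early gene Egr3 lower by a log2 fold change of -0.56, a call lost with DESeq2 and without sham replicate 1 (adjusted p = 0.149). Mapk3 changed by 0.07 there, with an adjusted p of 0.201. Phosphorylation of ERK was not measured in these samples, and the network's edges come from the IPA database, which was not used here. From the number of edges at its node, the paper concludes that ERK is a hub of both sets of genes.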

Interestingly, the network analysis identified ERK as a central hub of both transcriptionally and translationally controlled genes, depicted by the large number of edges converging and diverging from the node corresponding to ERK (Fig. 5). This finding is in accordance with previous studies establishing the central role of ERK pathway in the development of hypersensitivity associated with both inflammatory and neuropathic pain (Ji et al., 2002, Zhuang et al., 2005). Indeed, in DRG, several vital transcriptional and growth factors, cytokines, and other signaling molecules (i.e., CREB and MAPK) participate in the network by either activating or inhibiting ERK. In response to noxious stimulation, ERK phosphorylates and activates CREB, thus facilitating transcription of CREB-dependent genes, many of which are implicated in pain (Ji et al., 1999). In addition, activation of ERK promotes mRNA translation via mitogen-activated protein kinase interacting kinase (MNK1/2)-dependent phosphorylation of eukaryotic initiation factor 4E (eIF4E), the cap binding protein, which is critical for ribosome recruitment to the mRNA (Waskiewicz et al., 1997, Moy et al., 2017a). This phosphorylation event promotes the excitability of DRG neurons (Moy et al., 2017a) and leads to the enhanced translation of brain-derived neurotrophic factor mRNA in DRG neurons (Moy et al., 2018) which in turn induce translation and transcription of pain-relevant genes. Together, our network analysis provides further evidence for the involvement of ERK in both transcriptional and translational gene networks, supporting the model of feed-forward loops between transcriptional and translational control mechanisms in which the ERK pathway is serving as a central regulatory mechanism.

Changes in transcriptional and translational regulation in the spinal cord could be underrepresented in our analysis, considering that we extracted tissue from the entire dorsal half of the spinal cord, whereas most of the sensory processing is restricted to the dorsal horn area. 

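Microglia and macrophage genes rose in both tissues. In the spinal cord mRNA, 18 of 30 rose and none fell (24 adjusted over the list alone), with a median log2 fold change of 0.35. Trem2, a lipid receptor of these cells, went from 13.6 ± 0.0375 to 20.2 ± 0.0988 CPM there (SD, n = 2, adjusted p = 7.0e-08 from edgeR), and the pore-forming protein gene Mpeg1 rose by 0.52 on the log2 scale. In the DRG, 23 of 30 rose and none fell (23 adjusted over the list alone), with Trem2 at a log2 fold change of 1.04 and the protease Ctss at 0.76. The lists passed camera at adjusted p = 5.0e-23 in the cord and 1.0e-11 in the DRG, and with an estimated correlation the adjusted p was 0.18 and 0.121. Lymphocyte genes were scarcely measured, with 4 of 12 reaching the read minimum in the DRG, none of them passing, and 0 in the cord. Of the neutrophil genes, 2 of 5 rose in the cord (3 adjusted over the list alone, adjusted p = 2.4e-04 by camera, and adjusted p = 0.295 with an estimated correlation). S100a9 was among them at a log2 fold change of 0.48, a call lost with DESeq2.
Genes of oligodendrocytes, cells of the central nervous system, fell in the DRG. Of 9 measured, 6 fell (6 adjusted over the list alone), where Mog fell by 1.86 and Ermn fell by 1.46 on the log2 scale, with adjusted p = 7.1e-04 by camera, 0.231 with an estimated correlation and 0.17 without members of Supplementary Table 2. Astrocyte genes were lower too, 6 of 11 with 1 higher (7 and 1 adjusted over the list alone, adjusted p = 0.00258, and adjusted p = 0.258 with an estimated correlation), with Gfap down from 14.4 ± 1.18 to 7.33 ± 0.452 CPM. Of 11 spinal cord neuron genes 5 fell and 1 rose (5 and 1 adjusted over the list alone, adjusted p = 0.134), with the glycine transporter Slc6a5 lower by a log2 fold change of -1.21. Skeletal muscle genes moved the other way, with 19 of 21 higher in the DRG (19 adjusted over the list alone, adjusted p = 1.4e-12, and adjusted p = 0.12 with an estimated correlation) and the creatine kinase Ckm up from 5.49 ± 0.814 to 19.3 ± 0.480 CPM. Beside these lists, 54 of 57 genes far more abundant in spinal cord than in DRG were higher in the sham DRG than in the SNI DRG. In the cord itself, muscle genes were lower by the set test (2 of 15 fell, 3 adjusted over the list alone, adjusted p = 3.0e-04, and adjusted p = 0.22 with an estimated correlation).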

Since we analyzed lysates prepared form spinal cord and DRG tissues, we most likely detect changes in both neuronal and non-neuronal cellular populations, including infiltrated immune cells. It is also important to note that this study is based on female mice. Since pain-processing mechanisms might differ between sexes (Sorge et al., 2015), similar studies in males, as well in other species, are ultimately required.

In summary, we performed the first translational profiling study of DRG and spinal cord tissues after nerve injury, and identified mRNAs whose translational efficiency is altered in the SNI animal model of neuropathic pain. The IPA analysis revealed altered cellular pathways, including identification of ERK as a key regulator of both translational and transcriptional networks. This information is instrumental for furthering our understanding of the molecular underpinnings of chronic pain.

## Materials and methods

### Neuropathic pain

All procedures involving mice were carried out in compliance with the Canadian Council on Animal Care guidelines and were pre-approved by the McGill University Animal Care Committee. C57BL/6J female mice, at 8 weeks of age, underwent the bilateral SNI surgical procedure as described previously (Decosterd and Woolf, 2000, Shields et al., 2003) to induce neuropathic pain. Briefly, under 2% isoflurane anesthesia, the lateral surface skin of the thigh was shaved and incised. The biceps femoris muscle was incised to expose the sciatic nerve just below its branching point. The tibial and common peroneal branches were tightly ligated using 7-0 silicone coated silk (Covidien, S-1768K) and a 3–4 mm portion of each of the ligated branches was sectioned and removed distal to the ligation point. Finally, the muscle and the skin incisions were closed using 6-0 Vicryl suture (Ethicon, J489G). During the entire process, great care was taken to leave the sural branch unharmed. The mouse was returned to its home-cage for recovery. Sham animals were used as controls, where the surgical procedure was carried out identically but all three branches of the sciatic nerve were left untouched and unharmed. The animals were sacrificed 30 days post-surgery, and DRG and dorsal horn of the spinal cord samples were extracted. Tissues from 10 animals were pooled per sample and 2 independent replicates were made for each of the four conditions.

### Harvesting of DRG and dorsal horn of spinal cord

To collect DRG and dorsal horn of the spinal cord, animals were sacrificed by brief isoflurane anesthesia followed by decapitation. The animal was secured on a bed of dry ice and the spinal cord was exposed and doused with RNA*later* stabilization solution (Ambion, AM7020). Lumbar DRG (level L3–L5) were excised for all animals. Next, the lumbar region of the spinal cord at which the L3–L5 DRG branch into was excised and placed on a bed of dry ice/metal plate and allowed to freeze after which it was cut along the frontal plane to separate the dorsal horn section. The DRG and dorsal horn were collected in non-stick, RNase free microcentrifuge tubes (Ambion, AM12450), immediately snap-frozen in liquid nitrogen, and stored at −80 °C until further processing.

### Ribosomal profiling

#### Tissue homogenization and cell lysis

Flash frozen DRG and dorsal horn tissue was lysed in ice-cold cell lysis buffer (1% Polysome buffer (20 mM TrisCl (pH 7.4), 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT and 100 μg/ml cyclohexamide, 8% glycerol), 1% Triton X-100 and 25 U/ml Turbo DNase I) in a glass homogenizer system. The total lysate was divided into two fractions. A fraction containing at least 150 μg of total RNA was reserved for ribosome footprinting (RFP fraction) and the remaining (at least 100 μg) was processed for mRNA-Seq.

#### Obtaining ribosome footprints (RFPs)

Ribosome footprinting was carried out as previously described (Ingolia et al., 2012) with minor modifications. Briefly the RFP fraction was subjected to RNase I treatment (Ambion, AM2295) at a concentration of 2 U/μg of RNA, at 4 °C for 45 min with end over end mixing and quenched for 5 min by adding 4U SUPERaseIn (Ambion, AM2696) for every 5 U of RNase I. Monosomes were pelleted by ultracentrifugation (Beckman Coulter, Optima MAX-UP)) through a 34% sucrose cushion (in polysome buffer) at 70,000 RPM for 3 h at 4 °C. The resulting RNA pellet was resuspended in 600 μl Tris Cl (pH 7) and RNA was extracted by double acid Phenol and one Chloroform extraction, precipitated by 1 vol Isopropanol and 1/9 vol 3 M NaOAc (pH%.5) and 2 μl Glycoblue (15 mg/mg stock, Invitrogen, AM9515) at −80 °C overnight followed by centrifugation at 20,000*g* at 4 °C for 30 min. Purified RNA was resolved on a 15% polyacrylamide urea gel (Invitrogen, EC6885BOX) and bands corresponding to 28–32 nucleotides, containing the desired ribosome footprints (RFPs), was excised and extracted for RNA using Costar Spin-X column (Sigma, CLS8160).

#### Random RNA fragmentation of cytoplasmic RNA

Poly (A)+ mRNAs were purified from 100 µg of cytoplasmic RNA, using magnetic oligo-dT DynaBeads. The purified RNA was then subjected to alkaline fragmentation by treating it with an equal volume of 2× alkaline fragmentation solution (2 mM EDTA, 10 mM Na_2_CO_3_, 90 mM NaHCO_3_, pH 9.2) for 20 min at 95 °C. The reaction was stopped by addition of the precipitation solution (300 mM NaOAc pH 5.5 and 2 μl GlycoBlue), followed by Isopropanol. Fragmented mRNAs were size-selected on a denaturing 10% polyacrylamide-urea gel and the bands corresponding to 30–50 nucleotides were excised, eluted, and precipitated with Isopropanol.

#### Library preparation for sequencing

Fragmented mRNA and RFPs were subjected to PNK dephosphorylation and 10 pmol of the dephosphorylated RNA fragments were used for ligation to a pre-adenylated and 3′-blocked linker, followed by separation on a 10% polyacrylamide urea gel. Linker ligated bands were excised and extracted for RNA, which was reverse transcribed using oNTI223 adapter (Illumina) and SuperScript III reverse transcriptase (Invitrogen) according to the manufacturer’s instruction manual. The resulting cDNA was purified by size selection on a 10% polyacrylamide Tris/Borate/EDTA-urea (TBE-urea) gel. The cDNA was then circularized using CircLigase (Epicentre, CL4111K). Products arising from ribosomal sequences were depleted using biotinylated rDNA complementary oligos (Ingolia et al., 2012) and MyOne Streptavidin C1 dynabeads. The remaining products were amplified by PCR (11 cycles) using indexed primers, size-selected on a 8% polyacrylamide gel and purified. At these intermediate steps, bands in the gels that were very close to the fragment size + adapter were excised and purified. The resulting cDNA library samples were analyzed on an Agilent Bioanalyzer High Sensitivity DNA chip to confirm the size and concentration and then sequenced using the non Strand–Specific, single-read 50 (SR50) on the Illumina HiSeq 2500 Sequencing platform according to the manufacturer’s instructions, with sequencing primer oNTI202 (5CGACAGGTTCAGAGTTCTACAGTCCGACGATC).

### Bioinformatics analysis of ribosomal footprinting data

Raw sequencing data were de-multiplexed by the sequencing facility (Genome Quebec). Sequences were analyzed using a custom developed bioinformatics pipeline adapted from Ingolia et al. (2012) as described in Silva Amorim et al. (2018). In brief, reads were adapter-trimmed, contaminant sequences (rRNA, tRNA) were removed using bowtie with optimised parameters for ribosome profiling as per Ingolia et al. (2009) and reads were aligned to a reference mouse genome (GRCm38.p5). Since the RNA-seq and ribosome footprint assays were paired for each sample of the four conditions (DRG_SNI; spinal cord_SNI; DRG_Sham and spinal cord_Sham), the RNA-seq data were used to normalize the footprint numbers to derive the Translation efficiency (TE).

Reads Per Kilobase of transcript per Million mapped reads (RPKM) was calculated using an in-house R-script described in Ingolia et al. (2009) for each transcript. TE for each transcript was calculated by dividing RPKM values of the RFP libraries by RPKM values of the total mRNA libraries for each of the two sample condition replicates and then averaged. Z-score, P-values and FDR were calculated for all transcripts as in Silva Amorim et al. (2018). Genes with <128 reads were discarded. A Supplementary Table 4 includes RPKM abundances for all genes for all experiments. Raw RNA-seq data is available upon request.

### IPA

Pathway Analysis was performed using the Ingenuity Pathway Analysis Software (IPA; Qiagen; version 42012434). Datasets previously filtered to include only differentially expressed and differentially translated genes were submitted to IPA. Location and Type information were obtained from the IPA annotated datasets to determine the % of genes from each dataset belonging to individual subcellular localization and molecular type/function categories. Data was plotted as% of genes in each category, with category “other” not shown. IPA annotated datasets were submitted to Core Analysis with analysis parameters set to include “Direct and indirect interactions” and “Experimentally observed data only”. Network data was obtained for all datasets and a Molecular Activity Predictor (MAP) analysis was applied based on the differentially regulated genes belonging to each individual network.

# Supplementary material for: Translational profiling of dorsal root ganglia and spinal cord in a mouse model of neuropathic pain
**Source:** Neurobiol Pain. 2018 Apr 18;4:35–44. doi: 10.1016/j.ynpai.2018.04.001

# Supplementary Figure 1

## A. Network Analysis - Transcription - Spinal Cord

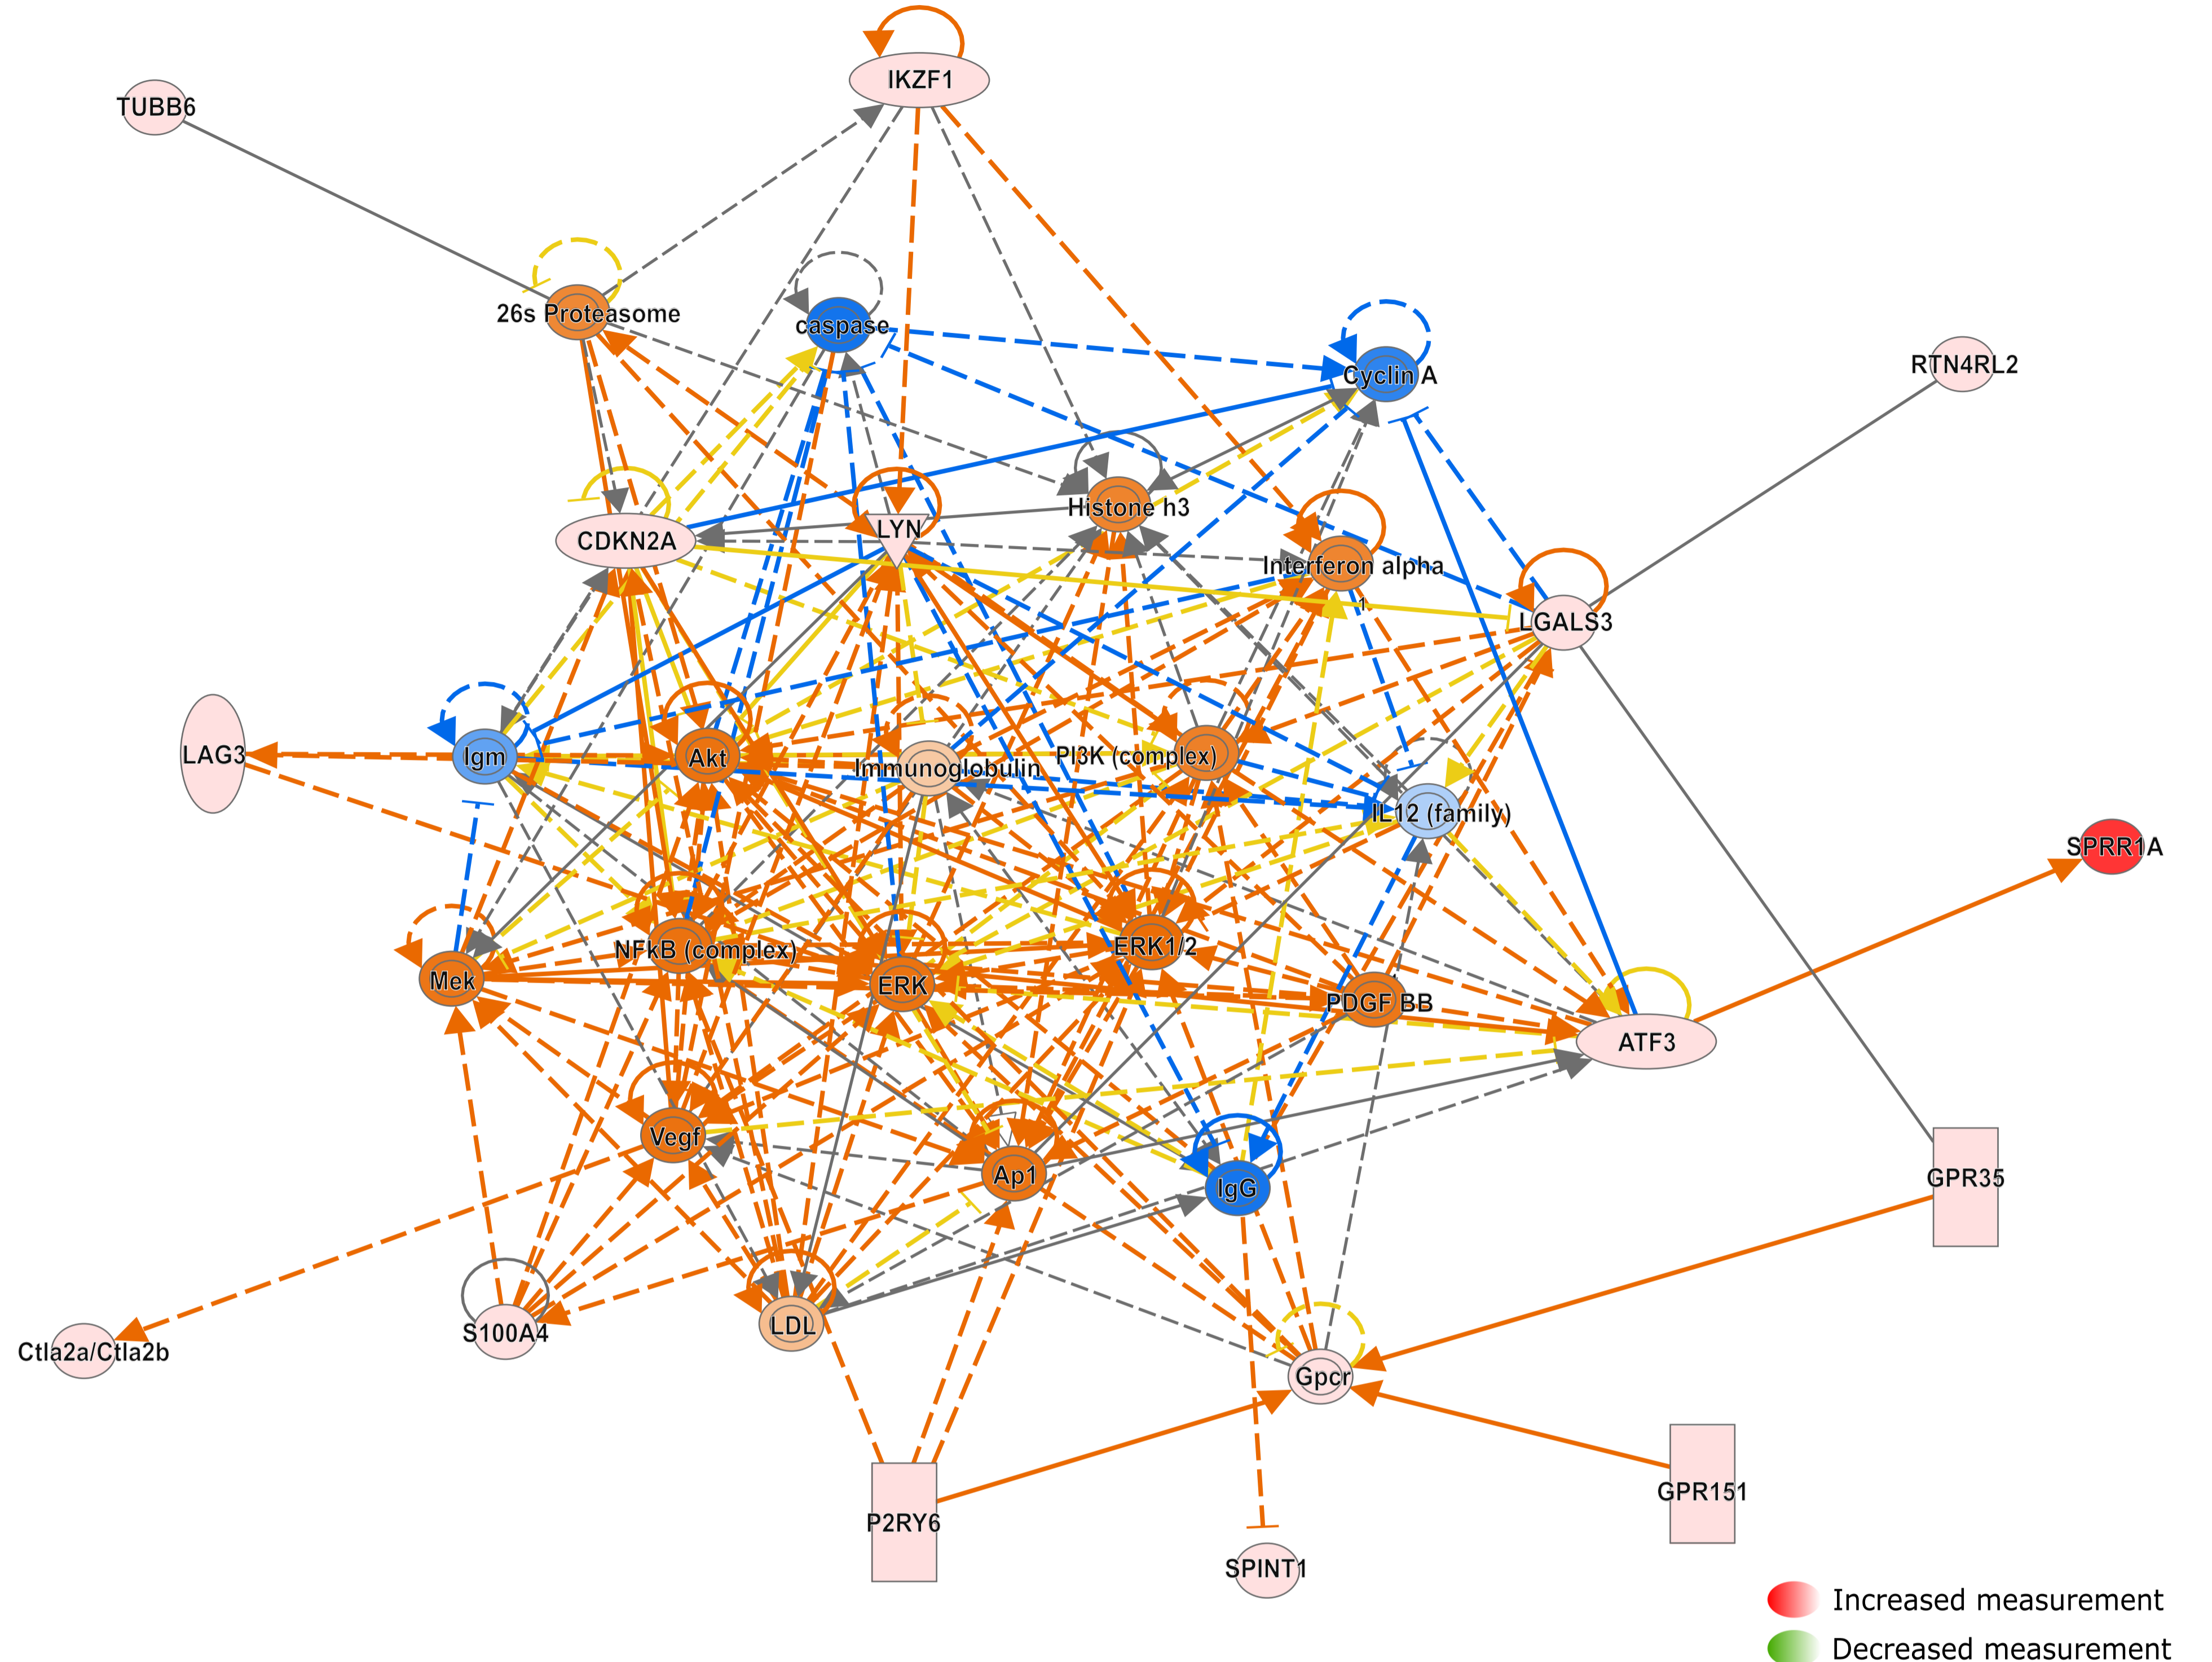

## B. Network Analysis - Translation - Spinal Cord

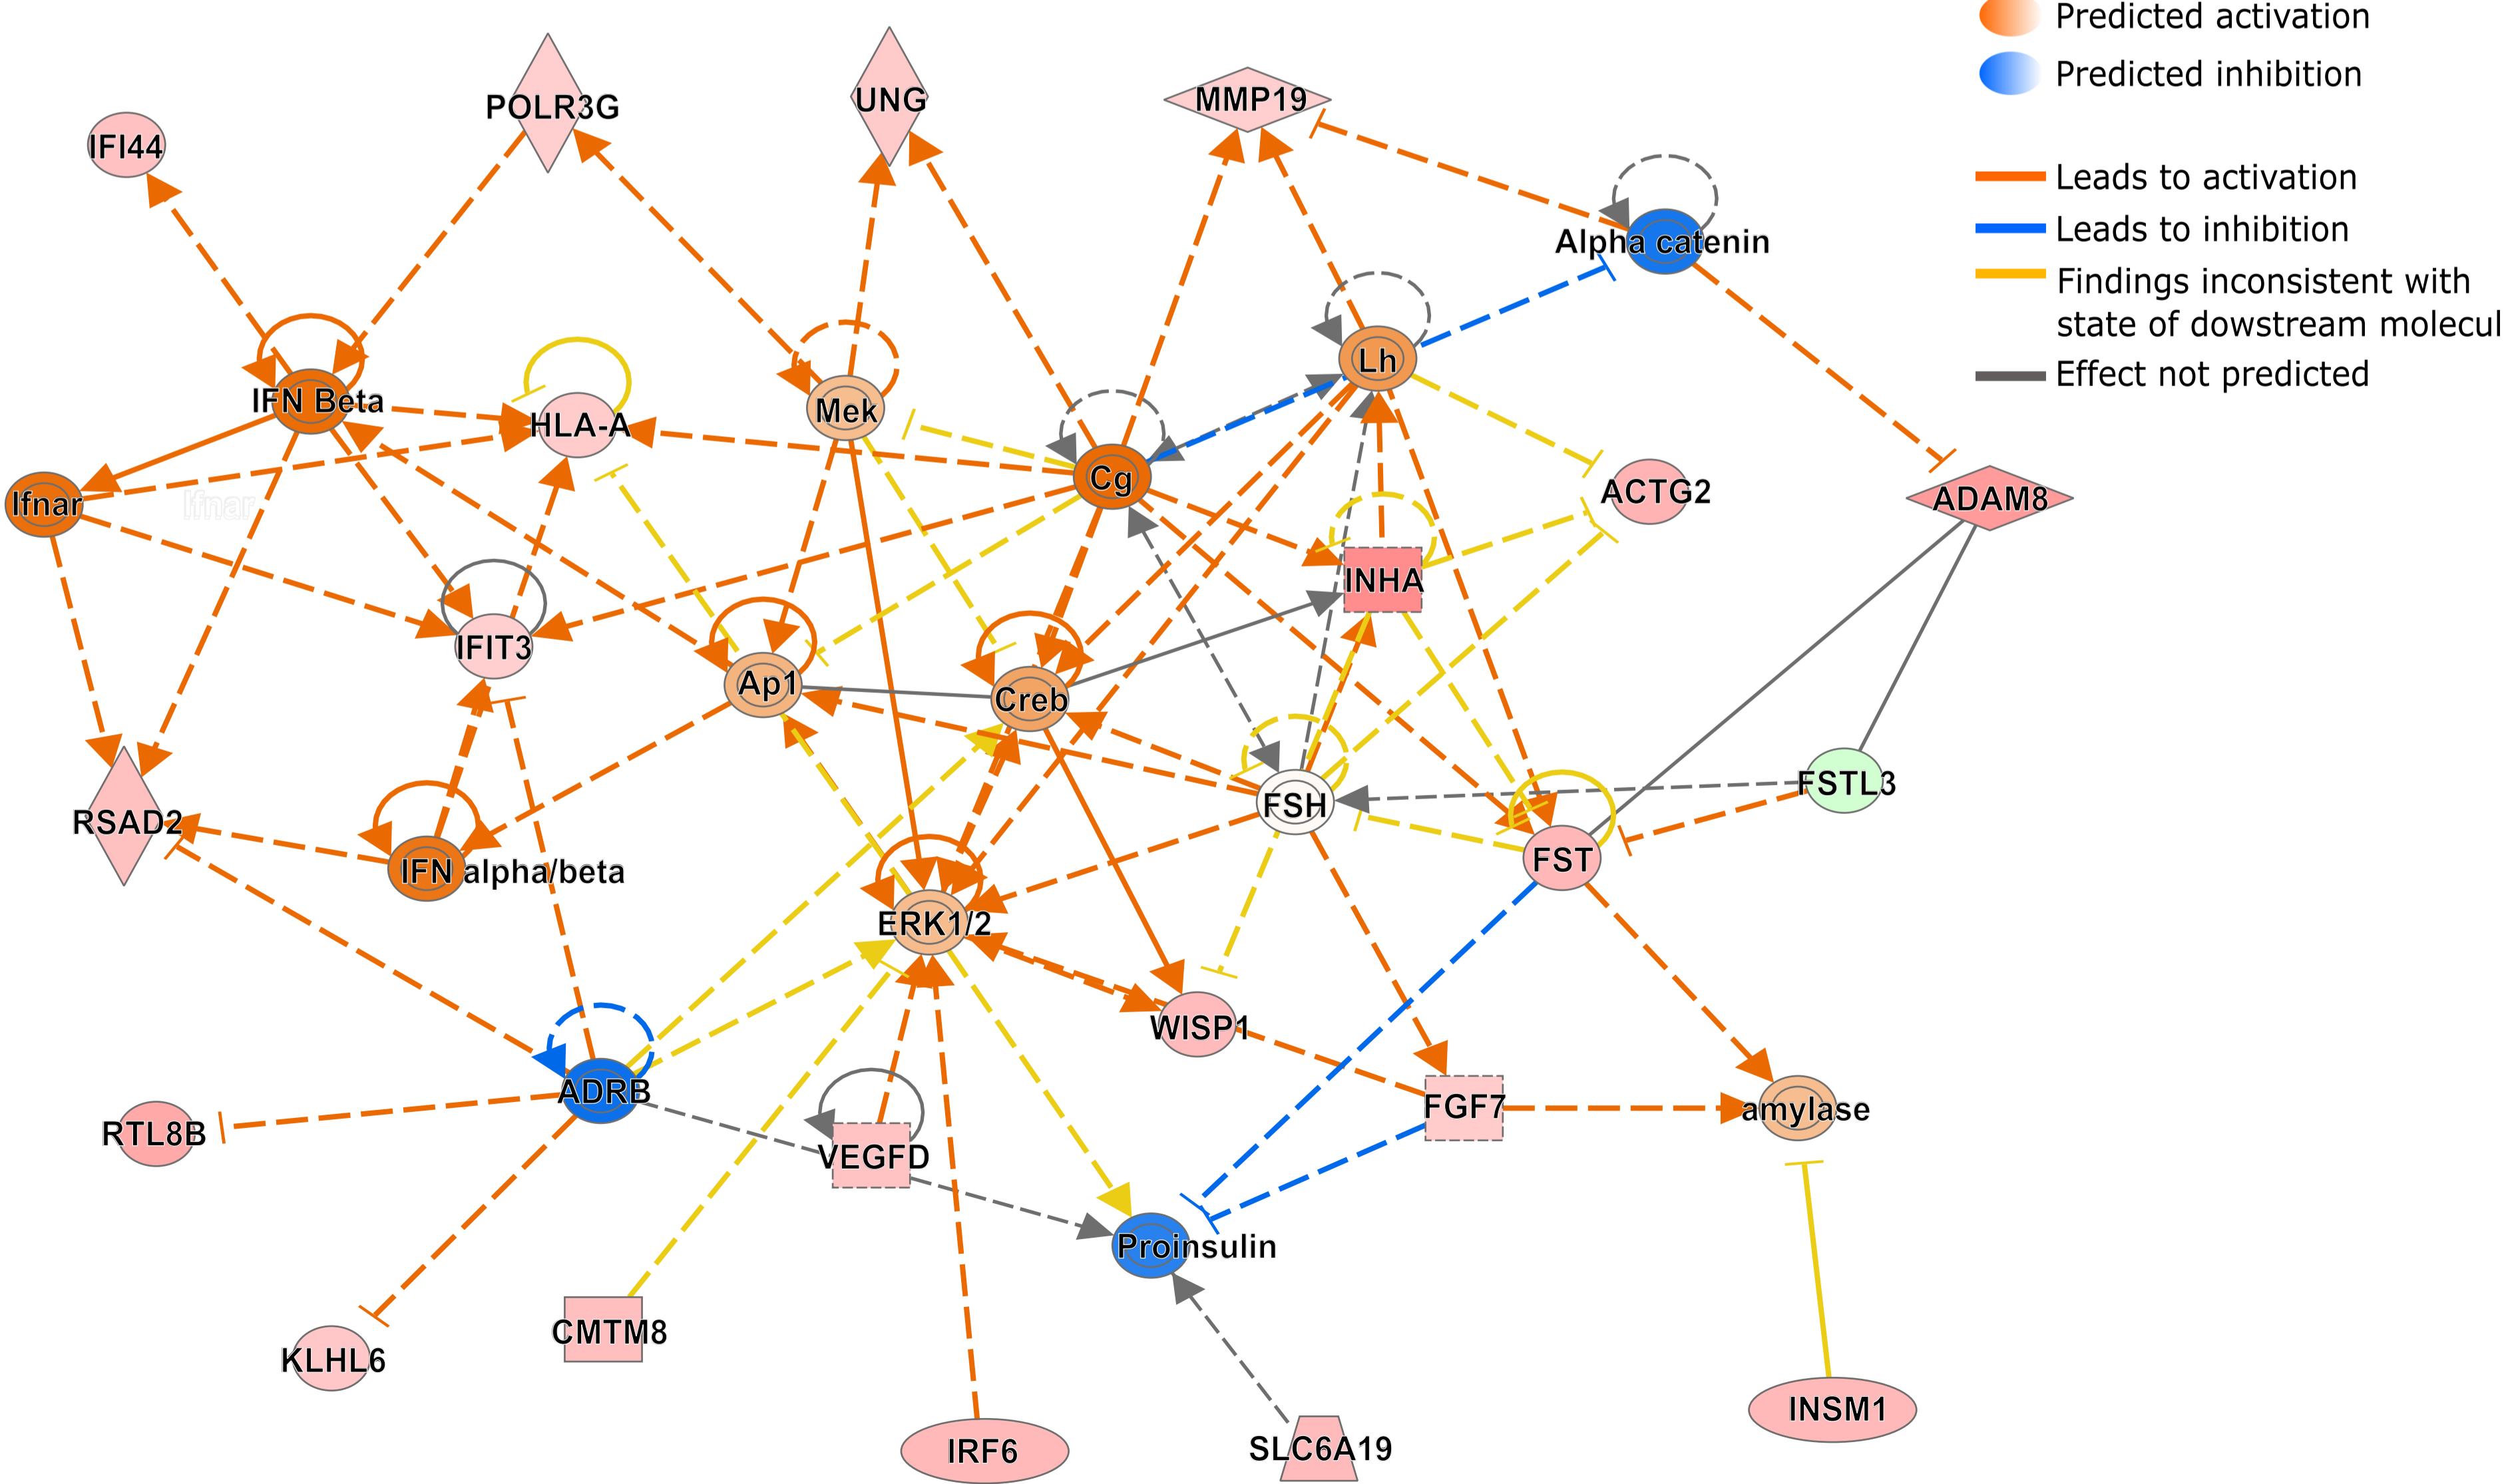

**Supplement:** Supplementary Fig. 1 — Network analysis of differentially transcribed and translated mRNAs in spinal cord, 30 days post-SNI. Red: increased measurement; green: decreased measurement; orange: predicted activation; blue: predicted inhibition; yellow: findings inconsistent with state of downstream molecule; grey: effect not predicted; solid line: direct interaction; dashed line: indirect interaction.

How the deposited data were processed for this re-analysis (not part of the article)

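Ribosome footprints and poly(A)+ mRNA of DRG and spinal cord, after SNI or sham surgery, were measured in 16 libraries, in 8 groups of 2 replicates. Each replicate is labelled as a pool of 10 mice. The conditions were taken from the sample labels, and the footprint and mRNA libraries of a replicate were taken as 1 lysate.

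The authors made the read counts by removing rRNA and tRNA reads with Bowtie 1.1.2, aligning with STAR 2.5.2b to GRCm38.p5 and counting per gene with HTSeq, whose version is not given. The deposited RPKM values were made by the authors from these counts, with library size and a gene length. The deposited TE values are a ratio made by the authors, the footprint RPKM over the mRNA RPKM of the same lysate. In the deposited RPKM, 0.101% of 13862 genes matched the gene's own exonic length to within 0.1%. Comparisons between genes therefore used the deposited values only where stated, while ratios of 1 gene between libraries are not affected. The table held 53465 genes, of which 36267 had a read, 22040 were protein coding and 112 symbols were duplicates. Genes were identified by Ensembl identifier. Coordinates are from GENCODE M21, on GRCm38, the build of the alignment.

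The counts were tested here with edgeR 4.0.16 in R 4.3.3, with TMM factors within each assay, library sizes from the column sums and quasi-likelihood tests, SNI against sham within each tissue. TE was tested as the interaction of surgery and assay, with lysate terms. A gene needed 128 reads summed over the 4 libraries of an assay, in each assay for TE, and genes under this were read from a fit with no filter where the text says so. Adjusted p from that fit can differ widely from the main fit for the same gene, so both are not compared. A call was an adjusted p under 0.05 (Benjamini-Hochberg over all genes tested). Opposite changes were genes called in both mRNA and TE with opposite signs. The difference of response between the 2 tissues was tested as an interaction. CPM values were normalized by TMM, and log2 TE per lysate was computed with 0.5 reads added to each count. For DESeq2 1.42.0, independent filtering was turned off after a first run had shown that it removed most genes of the TE tests. The common biological coefficient of variation estimated here is close to sampling noise, and a fixed value of 0.1 and a test against a 1.5-fold change were therefore added.

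The tests were tried on simulated data with 200 changed genes per comparison. They recovered 94% to 100% of 2-fold increases, 90% to 98% of decreases to 0.5-fold, 78% to 88% of 1.5-fold changes and 20% to 68% of 1.2-fold changes, with 3 to 9 false calls. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 made the tables.

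The 23 gene lists were injury-induced sensory neuron, nociceptor, potassium channel, microglia and macrophage, lymphocyte, neutrophil, oligodendrocyte, astrocyte, spinal cord neuron, motor neuron, skeletal muscle, Schwann cell myelin, satellite glia, adipocyte, collagen and matrix, endothelial, erythroid, ribosomal protein, translation elongation and other TOP mRNA, ATF4 target, ERK-responsive, interferon-stimulated and complement genes. They were written from general knowledge after the paper's tables had been read, and were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation. Genes named in the text were chosen from the following groups, and not all genes of these groups are named. For mRNA and TE in each tissue, the first held the 12 genes with the largest change in each direction. These were taken among genes called with both SNI replicates beyond both sham replicates. The next held the members of each list with the largest changes among those called. The last held the genes the paper names, including those drawn as measured in Fig. 5. Values of such genes in the paper's tables had been seen.

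The main alternatives were written before the data were examined. They were DESeq2, library sizes alone, no filter, 128 reads in every library, protein-coding genes only, both tissues in 1 fit and a replicate block. Further ones were leaving out each lysate in turn, no lysate terms, limma on the deposited TE, the paper's thresholds and symmetric thresholds. The last was a z-score across genes in windows of 300 genes. The paper names a z-score and cites another study for it, so the windows are an assumption made here. Added after the data were seen were the z-score with windows ranked by the deposited value or by RPKM from each gene's own length, the test against 1.5-fold, the coefficient of 0.1, the replicate correlation of RPKM from own lengths, and the simulation with the called mRNA changes and no change in TE. With 2 replicates per group, single deviating libraries and other groupings of the samples were not tested beyond leaving out each lysate. The IPA networks and the behavioral and protein data of the paper were not analysed here, and Supplementary Table 4 was not used here. Results of a few single genes are not reported here.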

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

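Of the tests named in this part, those on the spinal cord enriched genes, on the muscle list as tissue, on the chi-square between replicates, on the mitochondrial reads and on the immunoglobulin genes were chosen after the results were seen, and the list by list test was written before. The simulations were written before their results, on a rule rebuilt after the paper's lists had been seen.

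Oligodendrocyte and astrocyte genes were lower and skeletal muscle genes higher in the DRG after SNI, and the spinal cord neuron list did not pass. With an estimated correlation, none of these lists passed camera (adjusted p = 0.231, 0.258, 0.12 and 0.347 in that order). No list passed in any comparison at this setting, the injury-induced list included, so this failure does not set these lists apart. The shifts may reflect small amounts of neighboring tissue in the pools as well as a response to injury. Of 57 genes at least 50 times as abundant in spinal cord as in DRG, 54 (94.7%) were higher in the sham DRG mRNA, with a median level of 1.66% of the spinal cord in sham and 0.889% after SNI. The excess in sham, as a share of the spinal cord level, had medians of 0.95% for oligodendrocyte, 0.727% for astrocyte and 0.471% for spinal cord neuron genes, a highest over lowest ratio of 2.02, with neuron quartiles of -0.338% and 1.01%. Of genes the paper names, Mobp had 1.12%, and of those 27.1 to 34.0 times as abundant in the cord, Trhr had 2.08%, Pkd2l1 -4.69% and Tmem88b -1.82%, so spinal cord tissue in sham does not account for the called rise of Tmem88b mRNA. For muscle, 90.5% of the measured list rose, which restates the pattern and does not test its source, Myh7 fell by 1.31 on the log2 scale (94 reads), and both sources stay open, as histology was not analysed here.

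Many genes of the paper's TE lists had few reads, and the rule that comes closest to the paper's calls could call as many from sampling noise alone. In simulated data with no effect of surgery, the number called over the number called in the data was 0.857 for DRG TE and 0.922 for spinal cord TE, where 150 and 179 genes were called against 107 to 151 and 139 to 200 in single simulations. It was 0.131 for DRG mRNA, so noise does not account for that list. For spinal cord mRNA it was 0.525, where 44 genes were called against 15 to 35 in single simulations. Of the paper's 32 genes there, 15 had enough reads, and 13 passed the edgeR test in the same direction and 0 in the other. These values argue against noise alone as the source of the spinal cord mRNA list, though noise could supply part of it. Which single genes of the TE lists changed stays open, as 30 of 105 and 14 of 130 had enough reads to be tested, of which 14 and 1 passed the edgeR test in the same direction and 0 in the other.

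In the closest pairs, replicates of a group differed by little more than sampling noise, which is close for pools of different animals. The spread was larger in other pairs, with a mean chi-square per gene of up to 1.675, for sham spinal cord mRNA. The closest pair, sham DRG mRNA, held 20165129 and 18176471 reads in genes, so it was not 1 set of counts deposited 2 times. Its mean chi-square per gene of 1.051 lay 3.53 standard errors above 1, the value for sampling noise alone. This small excess does not exclude 1 library sequenced 2 times, as technical spread beyond sampling noise was not measured. For the SNI footprints of the spinal cord, the mean chi-square was 1.079, or 2.29 standard errors above 1. These libraries held 13547 and 10272 mitochondrial reads, a difference in share of 13.4 counting standard errors. That difference argues against 1 library sequenced 2 times for this pair. Whether both replicates may come from 1 pool of tissue was asked of the immunoglobulin V genes, which differ between animals, and the share of -0.0307 (bootstrap range -1.8 to 0.847) from 236 reads left it open. If the spread between animals is larger than between these libraries, fewer genes would pass, as with the assumed coefficient of 0.1, which gave 9 and 9 genes for DRG TE.

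The response to SNI differed between the tissues in 2347 genes for mRNA and in 124 for TE. Without SNI replicate 1 and 2 the mRNA count was 1429 and 1482, and the TE count was 68 and 55, and 52 and 74 without sham replicate 1 and 2. The mRNA response was larger in the DRG for Npy, by 3.467 on the log2 scale, for Unc45b, by 1.085, for Tmem88b, by 0.7526, and for Trem2, by 0.4715. It was larger in the spinal cord for Sprr1a, with a difference of -3.019, where 9 sham reads leave the size uncertain. Single genes that fell in the DRG and less or not in the cord had differences of -2.946 for Mobp, -1.771 for 1500009C09Rik, -1.331 for Ermn, -1.177 for Gfap, -0.732 for Slc1a2, -0.718 for Gad2 and -0.4208 for Aqp4, and the DRG call of Gad2 was lost with DESeq2 and without sham replicate 1 (adjusted p = 0.138). The ERBB3 receptor gene Erbb3 differed by 0.4462 and the desaturase Scd1 by 0.108. Blood cell genes differed by -0.6698 for S100a9, -0.2736 for Hbb-bt and -0.1917 for Hbb-bs. For TE, Zfand1 differed by -4.323, falling in the DRG and rising in the cord, and Slc1a2 by 0.5758.

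Among genes not annotated as protein coding, 61 were higher after SNI in DRG mRNA, 30 in DRG TE, 17 in spinal cord mRNA and 19 in spinal cord TE. The ratio is not translation for the noncoding RNAs among them, while immunoglobulin genes such as Ighg3 are translated. Such genes also fell. Of all genes that fell, 2347 of 2467 were protein coding in DRG mRNA and 387 of 408 in DRG TE. In the spinal cord, 273 of 289 were protein coding for mRNA and 6 of 10 for TE.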

How the results depend on the processing

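Of the settings below, the tests against a 1.5-fold change and with an assumed coefficient of 0.1, the z-scores ranked by deposited value or by RPKM from own lengths, and the correlation of RPKM from own lengths were chosen after the results were seen. No named gene turned direction with a call under these settings, and the cause of the moves was not tested. Counts are given as rise and fall. With DESeq2 they were 928 and 1176 for DRG mRNA, 56 and 30 for DRG TE, 349 and 376 for DRG footprints, 39 and 18 for spinal cord mRNA, 11 and 2 for spinal cord TE and 67 and 24 for spinal cord footprints, with 68 opposite changes in the DRG and 0 in the cord, and 932 and 15 differences between tissues for mRNA and TE. With the paper's thresholds they were 244 and 17, 80 and 11, 219 and 14, 36 and 2, 43 and 3, and 76 and 5 in that order, with 7 and 0 opposite changes and 198 differences for mRNA. With symmetric thresholds they were 244 and 110, 80 and 59, 219 and 80, 36 and 16, 43 and 26, and 76 and 27, with 33 and 1 opposite changes. The test against 1.5-fold gave 81 and 24, 11 and 8, 68 and 11, 5 and 1, 5 and 2, and 26 and 5, with 7 and 0 opposite changes and 48 and 9 differences. The assumed coefficient gave 186 and 81, 9 and 9, 149 and 45, 7 and 3, 6 and 2, and 52 and 14, with 10 and 0 opposite changes and 60 and 6 differences. The z-score across genes gave 185 and 15 for DRG mRNA, 72 and 12 for DRG TE, 37 and 3 for spinal cord mRNA and 42 and 4 for spinal cord TE, with 8 and 1 opposite changes. Ranked by the deposited value it gave 165 and 31, 117 and 33, 35 and 9, and 151 and 28, with 12 and 9 opposite changes, and ranked by RPKM from own lengths 151 and 24 for DRG mRNA and 33 and 9 for spinal cord mRNA. On the deposited TE, limma gave 0 and 1 for DRG TE and 0 and 0 for spinal cord TE (793 and 788, and 394 and 370, at an unadjusted p under 0.05), 1 and 0 opposite changes and 5 differences.

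Leaving out 1 lysate moved the counts as follows. DRG TE had 213 to 330 rises and 128 to 257 falls, DRG footprints 593 to 965 and 575 to 894, spinal cord mRNA 79 to 504 and 59 to 526, and the footprint falls of the cord 74 to 122. Spinal cord TE falls were 12 to 16, opposite changes 268 to 435 in the DRG and 2 to 11 in the cord, and differences between tissues 52 to 74 for TE and 1429 to 2030 for mRNA. A replicate block, by replicate number alone, gave 494 and 511 for spinal cord mRNA, 21 falls for spinal cord TE, 204 footprint falls and 11 opposite changes in the cord. Deviations of replicates correlated between conditions at 0.0212 for DRG mRNA, 0.565 for DRG footprints, 0.0417 for spinal cord mRNA and -0.00419 for spinal cord footprints, and the numbers share no stated batch. Library sizes alone left 2 opposite changes in the cord and turned the larger share of the changed DRG genes to rises for mRNA (3072 and 1781) and to falls for TE (447 and 483). No filter gave 218 and 190 for spinal cord footprints and turned DRG mRNA to more rises (2375 and 1968). With 128 reads in every library, spinal cord TE had 11 rises and 2 opposite changes, with protein-coding genes only 1 and 6 changes, 79 footprint rises and 1 opposite change. Both tissues in 1 fit gave 492 falls in spinal cord mRNA, and no lysate terms 3 opposite changes in the cord. The lowest replicate correlation was 0.9783 with any read, 0.9977 with 128 reads in each replicate, 0.9905 for log2 CPM and 0.9923 with own lengths. With an estimated correlation no gene list passed in any comparison (0 of 12, 2, 10, 9, 2 and 6 lists, and 4, 0, 5, 4, 0 and 3 at an unadjusted p under 0.05). The correlation of mRNA and TE changes without shared libraries was -0.205 and -0.176 in the DRG and -0.0144 and -0.0245 in the cord. Of the genes selected for naming, DESeq2 kept 254 results and weakened 127.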

Differences from the paper's values

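The paper's numbers of changed genes rest on a p under 0.05 with a fold change, and those here on an adjusted p from edgeR. For its z-score, p and FDR, the paper cites another study. That its p is unadjusted and its z-score is taken across genes was assumed here. The z-score ranked by the deposited value and the minimum of 640 reads over the 16 libraries were chosen after the paper's values were seen, and the other settings named here before the data were examined.

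In the DRG, the paper gives 74 genes with higher and 31 with lower TE, and 536 and 408 were called here. The paper's thresholds on the edgeR test gave 80 rises and 11 falls, the planned z-score 72 and 12, and DESeq2 56 and 30, so of these DESeq2 alone came within 1.5 times the paper's falls. For DRG mRNA, the paper gives 144 and 33, and 2308 and 2467 were called here. The planned z-score gave 185 rises and 15 falls, and no planned setting came within 1.5 times the paper's falls. In the spinal cord, the paper gives 103 and 27 for TE, against 20 and 10 here. The replicate block gave 28 rises and 21 falls and symmetric thresholds 43 and 26, and no planned setting came within 1.5 times the rises. For spinal cord mRNA, the paper gives 25 and 7, against 308 and 289 here. The paper's thresholds gave 36 rises and 2 falls and the planned z-score 37 and 3, and no planned setting came within 1.5 times the falls.

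The z-score ranked by the deposited value gave 165 and 31 for DRG mRNA, 117 and 33 for DRG TE, 35 and 9 for spinal cord mRNA and 151 and 28 for spinal cord TE. It called 105 of the 105 genes in the paper's DRG TE list, 172 of 177 for DRG mRNA, 130 of 130 for spinal cord TE and 32 of 32 for spinal cord mRNA. The windows were fitted to these lists, so this recovery is no test of the rule.

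The paper's depth of 34029912 reads for sham mRNA replicate 2 of the spinal cord counts uniquely mapped reads, and 22405013 were counted in genes, which is another quantity. For Sprr1a in spinal cord mRNA, the paper's table gives a log2 ratio of 7.327, and the edgeR estimate was 7.28. DESeq2 gave 7.319, and the ratio of the deposited RPKM 7.327.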

Other observations

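Of the tests in this part, the one on the row order of gene lengths was chosen after the result was seen.

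Of the lists not described above, the erythroid and endothelial lists passed the set test in the DRG mRNA at the preset correlation, and the others given here did not. Globin genes were lower, with 4 of 5 erythroid genes lower (4 adjusted over the list alone, adjusted p = 0.0196 by camera, and adjusted p = 0.457 with an estimated correlation), such as Hbb-bt, which fell by 0.17 on the log2 scale. Endothelial genes were higher, with 5 of 10 (5 adjusted over the list alone, adjusted p = 0.00756, and adjusted p = 0.306 with an estimated correlation), such as the adhesion molecule Pecam1, which rose by 0.28 and lost its call with DESeq2. Schwann cell myelin genes were mixed, 2 of 11 higher and 3 lower (adjusted p = 0.88), with the galactolipid enzyme Ugt8a lower by a log2 fold change of -0.36. Satellite glia genes were mixed too, 4 of 8 higher and 3 lower (adjusted p = 0.656). Ribosomal protein mRNAs had 13 of 76 higher and 9 lower (adjusted p = 0.121), and TOP mRNAs 6 of 15 higher and 3 lower (adjusted p = 0.372), with the elongation factor Eef1a1 at 0.21. The adipocyte list had 1 of 6 higher (adjusted p = 0.219), the motor neuron list 2 of 4 lower (adjusted p = 0.134), and the neutrophil list 2 of 7 lower (adjusted p = 0.309).

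In the spinal cord mRNA, interferon-stimulated genes were higher as a set, with 2 of 20 passing (3 adjusted over the list alone, adjusted p = 1.5e-09, and adjusted p = 0.215 with an estimated correlation), Oasl2 at 0.47 and Bst2 at 0.35, neither kept by DESeq2. Oasl2 was lost without SNI replicate 2 and sham replicate 1 (adjusted p = 0.237 and 0.137), and Bst2 without SNI replicate 1, SNI replicate 2 and sham replicate 1 (adjusted p = 0.0504, 0.449 and 0.355). Complement genes were higher, 3 of 10 (4 adjusted over the list alone, adjusted p = 0.0363, and adjusted p = 0.295 with an estimated correlation), with C1qb from 51.8 ± 2.78 to 70.9 ± 2.05 CPM (SD, n = 2). Schwann cell myelin genes were lower, 3 of 11 (adjusted p = 0.0143, and adjusted p = 0.295 with an estimated correlation), as were potassium channels as a set (adjusted p = 0.0394, and adjusted p = 0.295 with an estimated correlation). For spinal cord TE, motor neuron and collagen genes were lower as sets (adjusted p = 0.0214 and 0.031, and adjusted p = 0.805 for both with an estimated correlation), and no member passed in edgeR, with 0 and 1 adjusted over the list alone. Ribosomal protein footprints were higher as a set in the cord (adjusted p = 0.00108, and adjusted p = 0.217 with an estimated correlation). Of the 42 members measured, 0 passed in edgeR, and 0 adjusted over the list alone. Between the tissues, 124 genes rose in mRNA in both, where independent calls would give 48.9, and 143 fell in both, where they would give 49.1. A further 80 passed in opposite directions, where they would give 98.4.

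The deposited RPKM were divided by lengths that match the gene's own exonic length, to within 0.1%, in 0.101% of genes. At this tolerance, the implied length in 100% of 13862 genes was that of the same row in a table sorted by Ensembl identifier. Lengths may therefore have been joined in another order. In 71.7% of genes the length was off by over 2-fold. Ratios of 1 gene between libraries, and so the TE ratio of SNI over sham, do not depend on it, while the ranking of genes by RPKM does.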
